# Basal core promoters control the equilibrium between negative cofactor 2 and preinitiation complexes in human cells

**DOI:** 10.1186/gb-2010-11-3-r33

**Published:** 2010-03-15

**Authors:** Thomas K Albert, Korbinian Grote, Stefan Boeing, Michael Meisterernst

## Abstract

**Background:**

The general transcription factor TFIIB and its antagonist negative cofactor 2 (NC2) are hallmarks of RNA polymerase II (RNAPII) transcription. Both factors bind TATA box-binding protein (TBP) at promoters in a mutually exclusive manner. Dissociation of NC2 is thought to be followed by TFIIB association and subsequent preinitiation complex formation. TFIIB dissociates upon RNAPII promoter clearance, thereby providing a specific measure for steady-state preinitiation complex levels. As yet, genome-scale promoter mapping of human TFIIB has not been reported. It thus remains elusive how human core promoters contribute to preinitiation complex formation *in vivo*.

**Results:**

We compare target genes of TFIIB and NC2 in human B cells and analyze associated core promoter architectures. TFIIB occupancy is positively correlated with gene expression, with the vast majority of promoters being GC-rich and lacking defined core promoter elements. TATA elements, but not the previously *in vitro *defined TFIIB recognition elements, are enriched in some 4 to 5% of the genes. NC2 binds to a highly related target gene set. Nonetheless, subpopulations show strong variations in factor ratios: whereas high TFIIB/NC2 ratios select for promoters with focused start sites and conserved core elements, high NC2/TFIIB ratios correlate to multiple start-site promoters lacking defined core elements.

**Conclusions:**

TFIIB and NC2 are global players that occupy active genes. Preinitiation complex formation is independent of core elements at the majority of genes. TATA and TATA-like elements dictate TFIIB occupancy at a subset of genes. Biochemical data support a model in which preinitiation complex but not TBP-NC2 complex formation is regulated.

## Abstract 2

Genome-wide mapping of the human TFIIB and NC2 transcription factor binding sites reveals insights into the formation of the pre-initiation complex.

## Background

The core region of metazoan promoters shows various architectures and can harbor several distinct motifs, termed TATA box (TATA) [1], initiator (INR) [2], downstream promoter element (DPE) [3], downstream core element [4], upstream and downstream TFIIB recognition elements (BREu and BREd, respectively) [5,6] and motif ten element [7] (reviewed in [8]). These elements facilitate assembly of the transcription machinery in a cooperative manner and are thought to contribute to accurate initiation at a defined transcription start site (TSS) [9]. In a majority of vertebrate genes core promoter elements are less represented [10]. Instead, they reside in CpG islands and are GC-rich. These promoters assemble general transcription factors (GTFs) in a manner that remains poorly understood.

The general initiation factor TFIIB is absolutely required for transcription initiation by RNA polymerase II (RNAPII) [11]. TFIIB associates with TATA box-binding protein (TBP) and establishes sequence-specific contacts in the major groove upstream and in the minor groove downstream of TATA [12]. The upstream binding site, termed BREu, has been defined via an *in vitro *selection procedure employing the TATA-containing Adenovirus major late (AdML) promoter [6]. The corresponding high-affinity downstream element, BREd, was characterized via site selection in the context of the TATA-containing Adenovirus E4 (AdE4) promoter [5]. Both elements stabilize the TFIIB-TBP-promoter complex *in vitro*. BREu and BREd suppressed basal transcription of the AdML core promoter [13]; however, BREd enhanced activity of the AdE4 promoter [5]. Broadly, these data are in conflict with a general positive role of TFIIB in transcription.

The function of TFIIB has not been investigated *in vivo*, nor has TFIIB occupancy so far been correlated with gene activity. Prevalence of BREs in active genes remains subject to controversy. A computational study based on statistical analysis of curated promoter sets concluded that up to 25% of human core promoters contain a potential BREu. The motif was found to be enriched in CpG promoters (>30% frequency) but depleted in CpG-less promoters (<10% frequency) [14]. In contrast, a recent large-scale study of CAGE (cap analysis of gene expression) data sets in mammals did not reveal clear evidence of BREu over-representation in these regions [15]. The prevalence of BREd in mammalian promoters has not been investigated by bioinformatic means.

Genome-wide binding studies on general initiation factors have been extensively performed in yeast and include maps of TBP, TFIID and SAGA [16,17], GTFs [18], Mediator [19,20], and Mot1 and negative cofactor 2 (NC2) [21]. However, with few exceptions [22-25] comparable studies in mammalian cells are lacking. Here we conducted a comparative genome-wide analysis on promoter association of human TFIIB and NC2 and correlate it with gene expression and core promoter architecture. Whereas most genes direct preinitiation complexes (PICs) to their promoters in the apparent absence of core promoter elements, a small subset of highly expressed genes with high TFIIB/NC2 ratios direct binding of PICs via core promoters. Biochemical data suggest that TATA and regulatory factors positively control TFIIB but not (or to a lesser extent) NC2 binding, thereby providing a model for binding of GTFs in the absence of core elements and alterations in TFIIB/NC2 ratios inside cells. In addition to defining a library of promoters ranked by steady-state levels of PICs in human B cells, the comparative analyses of TFIIB and NC2 also establish a resource for human basal core promoters.

## Results

### Genome-wide promoter binding of TFIIB

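TFIIB occupancy was measured by ChIP-chip in LCL721, an established human B cell line transformed by Epstein-Barr virus, on 2 arrays. The chromatin of one came from cells of passage 5 (Px5) and that of the other from cells of passage 7 (Px7). ChIP DNA labelled with Cy5 and input DNA labelled with Cy3 were hybridized together on each array, and the dyes were not exchanged on either. The arrays held 359384 probes for 24134 promoter regions, 23809 of which had 15 probes, and 20000 control probes with no promoter target. The Px5 and Px7 arrays came from different array designs, so that passage and array design changed together. The deposited spot files hold the scanned intensity of each probe without background correction. The median promoter probe had a ChIP intensity of 1301 and an input intensity of 1623 on the Px5 array, and of 1459 and 2149.7 on the Px7 array. From these intensities, the log2 ratio of ChIP over input was computed for each probe and centred on the Tukey biweight mean of the promoter probes of the array, and each promoter was given the median of its probes. The methods of the paper centre on all array features instead, and on promoter and control probes together the centring gave 3720 bound promoters in place of 3511. TFIIB values without a passage number are the mean of both arrays. After centring, the 95th percentile of the control probes was 0.30 on the Px5 array and 0.36 on the Px7 array, and 18.2% and 16.2% of the promoters lay above it. The deposited table of log2 values per promoter equals to within 0.0011 the median of the 4 highest probes of a promoter for the Px5 array and of the 11 highest for the Px7 array, in 100.0% of the promoters with 15 probes. That table was used only as an alternative. Positions refer to the human genome build hg17 of the array design. The number of arrays limits the precision of every value.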

We conducted chromatin immunoprecipitation (ChIP)-chip analysis of TFIIB in two biological replicates from human B cell line LCL721 with promoter arrays covering roughly 24,000 TSS regions. 

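Promoters with strong TFIIB signals in one culture had strong signals in the other. SFPQ, a splicing factor, reached log2 values of 3.11 in Px5 and 3.21 in Px7, the ribosomal protein gene RPS27 reached 3.03 and 3.26, and the histone gene HIST2H2BE reached 3.00 and 3.11. Across the 24134 promoters, the 2 arrays had a Pearson's r of 0.848 and a Spearman's rho of 0.550. The 95% interval of r from resampling whole chromosomes was 0.820 to 0.872. Grouped by the mean signal of the 3 arrays, r was -0.04 in the lower 60% of promoters. It was 0.30 from the 60th to the 90th percentile and 0.89 in the upper 10%. Groups cut on that mean narrow the range of signal, which can lower r within them. These correlations are across promoters, which are not independent replicates. The genes that differed most between the cultures among those named here were C1orf24, with -0.25 in Px5 and 0.62 in Px7, and LOC374973, with 0.60 and -0.36. Each batch of arrays holds a single TFIIB array, so no correlation of the replicates within a batch can be given.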

Following binding site determination, an excellent overall correlation of the TFIIB ChIP-chip duplicates was observed (Pearson's correlation *r *= 0.92; Figure 1a). The concordance rate increased further for high-occupancy targets exhibiting the most intense hybridization signals; 97% (1,173 of 1,207) of promoters in the upper 5th percentile (95 to 100) of one replicate were found in the upper 10th percentile (90 to 100) from the other. 

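Of the 1207 promoters in the upper 5% of TFIIB occupancy in Px5, 1176 (97.4%, exact 95% binomial interval 96.4% to 98.2%) lay in the upper 10% in Px7. In the other direction the count was 1179 of 1207 (97.7%, 96.7% to 98.5%), where 10% would be shared by chance. Both intervals take promoters as independent. Among the genes named here, PRDX1, a peroxiredoxin, SFPQ, RPS27 and CHC1, the gene of the chromatin factor RCC1, had the highest mean TFIIB values, with HIST2H2BE. Histone promoter regions that overlap that of HIST2H2BE reached 2.88 ± 0.02 (SD, n = 2) at H2B.1 and 2.71 ± 0.18 (SD, n = 2) at HIST2H2AC. They are therefore not separate examples. Gene names were read for 1575 promoters, all on chromosome 1.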

On the level of individual promoter regions, TFIIB profiles also appeared largely identical. This is illustrated on extended gene loci such as the *HIST1 *histone gene cluster and the adjoining *BTN *butyrophilin gene cluster on chromosome 6 (Figure 1b), as well as on single promoter regions such as of the *RNPS1 *gene (Figure 1c). 

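The histone genes of the HIST1 stretch, which encode the proteins of the nucleosome, were among the most strongly occupied promoters of the array. The stretch holds 39 promoter regions on chromosome 6 from 26125796 to 26395031, with a median TFIIB value of 2.43 and a range from -0.11 to 3.50. Of these 39, 33 lay in the upper 10% of all promoters. The BTN stretch, of genes of the immunoglobulin superfamily, runs from 26472564 to 26584698 with 9 promoter regions. Their median was 0.22 and their range 0.07 to 0.75, and 2 of 9 lay in the upper 10%. Px5 and Px7 differed by a median of 0.34 at the HIST1 promoters, with r = 0.968 across the 39, and by 0.19 at the BTN promoters, with r = 0.758 across the 9. The array files name no genes on chromosome 6, and both stretches were found by matching the spacing of promoter regions to Figure 1b. The axis of that figure reads lower than the positions given here, so the match rests on the spacing alone. In 2408 promoters in the upper 10% of TFIIB occupancy with at least 10 probes, the median r of Px5 with Px7 over the probes of a promoter was 0.884, with quartiles of 0.797 and 0.935, and 99.7% of the promoters had an r above 0. With NC2 Px5 in place of TFIIB Px7 the median r was 0.886.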

The latter also exemplifies the spatial resolution of single peak regions, which was approximately 300 to 400 bp and in good agreement with the median size of the bulk of sheared ChIP DNA. On a genome-wide scale, several thousands of binding sites were reproducibly detected when a peak finding algorithm [26] was applied to the two ChIP-chip samples (Table 1). 

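At a cut-off of the mean plus 2 SD of all probe ratios of the array, 2782 promoter regions in Px5 and 3036 in Px7 held TFIIB peak signal, and 2429 regions did so in both cultures. These were 87.3% of the regions of Px5 and 80.0% of those of Px7. NC2 was above its own cut-off on 2190 of the 2429 regions (90.2%). With the mean plus 1 SD, 5946 regions in Px5 and 5691 in Px7 passed, 4726 of them in both, and with 2.5 SD the counts were 1898, 2056 and 1613. A region was counted when the highest running median of 3 neighbouring probes lay above the cut-off. This counts promoter regions and not single peaks, and no triangular fit was made. With at least 4 single probes above the cut-off in place of the running median, 1598 regions passed in both cultures at 2 SD.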

To further substantiate resolution and reproducibility of the ChIP-chip data, average binding profiles of the two TFIIB samples were generated (Figure 1d). Probes from the upper 5th percentile of target promoters were remapped and plotted as relative fractions that are found in 10 bp intervals from aligned TSSs at +1. 

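The TFIIB signal was concentrated in a narrow zone of the promoter sequence in both cultures. The share of probes in the upper 5% of the array rose to 10.1% in Px5 and 11.1% in Px7. The maxima lay at -244.5 bases in Px5 and -264.5 bases in Px7, counted from the downstream end of the promoter sequence to the centre of the probe. Their 95% intervals, from resampling promoters, were -314.5 to -244.5 and -294.5 to -244.5 and overlapped. The profiles were 470 and 430 bases wide at medium height between base level and maximum. The position of the transcription start within the sequence is not given with the probes, so distances are to the sequence end. Around single maxima the signal of one culture followed that of the other. In the promoters of the upper 5% with at least 10 probes, the Px7 signal averaged 2.11 at the highest probe of Px5, 1.03 at 400 bases upstream and 1.11 at 400 bases downstream.

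**Figure D1:**
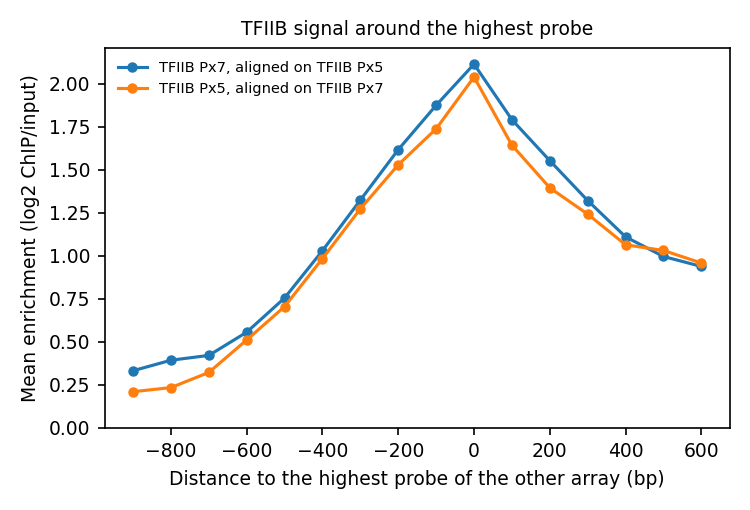
Mean log2 ratio of ChIP over input (y axis) by distance in bases to the highest probe of the other TFIIB array (x axis, negative upstream), for the promoters in the upper 5% of TFIIB occupancy. The points for Px7, aligned on Px5, and for Px5, aligned on Px7, both peak at the highest probe of the other array, at 2.11 and 2.04.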

The replicates displayed a nearly identical Gaussian-type profile with peak maxima centered at position -50, thereby demonstrating high mapping accuracy in independent ChIP-chip samples. Moreover, the distance of TFIIB signals upstream of the TSS is in line with recent genome-wide ChIP data obtained for yeast TFIIB/Sua7 [18].

**Table 1:** TFIIB Peak Identification

	TFIIB replicate 1	TFIIB replicate 2
Peaks (mean + 1.0 s.d.)	4,139	4,713
Peaks (mean + 2.0 s.d.)	3,148	3,332
Peaks (mean + 2.5 s.d.)	2,371	2,493

Peaks in TFIIB ChIP-chip samples were identified by a triangular best-fitting algorithm (Mpeak) [26] using the indicated cut-offs for peak calls (s.d., standard deviation).

**Figure 1:**
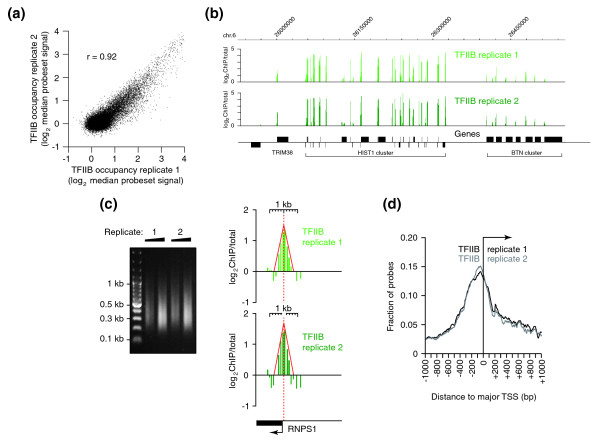
**Genome-wide promoter occupancy of TFIIB**. **(a)** TFIIB enrichment on human promoter arrays in two biological ChIP-chip replicates. Each spot represents the median of hybridization intensities obtained on 15 probes per individual promoter region (log2 scale). Pearson's correlation is denoted by r. **(b)** Signal tracks of the two TFIIB replicates for the *HIST1 *histone gene cluster and an adjacent *BTN *butyrophilin gene cluster on chromosome 6. Signals are bar-plotted as ChIP over non-enriched input DNA (ChIP/total) in log2 scale. **(c)** Resolution of ChIP-chip signals at a single gene promoter. The left panel shows the fragment length distribution of sheared ChIP DNA in the two replicates as determined by ethidium bromide staining of 250 ng (lanes 2 and 4) or 500 ng (lanes 3 and 5) of purified DNA loaded on a 1.4% agarose gel. Lane 1 is a DNA size marker with fragment lengths indicated on the left. The right panel shows magnified signal plots of the two TFIIB replicates at the *RNPS1 *promoter region. Scale is indicated at the top. The approximate width of the peak area is outlined in red, with the vertical hatched line denoting the peak center. The broken arrow marks the location and direction of the TSS. **(d)** Average binding profiles of the top 5% probesets for TFIIB replicate 1 (black line) and replicate 2 (grey line) relative to aligned TSSs at 10-bp resolution.

A subset of target genes was validated by quantitative ChIP-quantitative PCR (ChIP-qPCR) using a third independent B cell-derived chromatin sample. A total of 29 promoters were interrogated that represent high occupancy (group I, upper 10th percentile), mid-to-low occupancy (group II, 60th to 80th percentile), or no TFIIB occupancy (group III, lower 10th percentile) as determined by ChIP-chip (Figure 2a). 

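Of the genes in Figure 2b, RPS27 of group I and CEPT1 and ELOVL1 of group II could be matched to a named promoter. RPS27 encodes a protein of the small ribosomal subunit. Its promoter on chromosome 1, from 150775101 to 150776510, had a TFIIB value of 3.15 ± 0.16 (SD, n = 2) and lay at percentile 99.9 in Px5 and 100.0 in Px7. CEPT1, a choline/ethanolamine phosphotransferase, had 0.58 ± 0.18 (SD, n = 2) at its promoter from 111393656 to 111395125, which is percentile 87.4 in Px5 and 91.5 in Px7. ELOVL1, a fatty acid elongase, had 0.19 ± 0.11 (SD, n = 2) from 43502633 to 43503902, at percentiles 79.4 and 67.8. RPS27 exceeded CEPT1, and CEPT1 exceeded ELOVL1, in each culture. No gene of group III was among the named promoters.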

Non-TSS regions were included as negative controls and a non-specific IgG ChIP served as background reference. With few exceptions, relative magnitudes of array signals were retained in the ChIP-qPCR analysis. Out of 25 promoters from groups I and II, 23 (92%) showed greater than 10-fold enrichment of TFIIB over control ChIP, proving them as true positives. Likewise, four of four group III promoters and four of four control regions were negative for TFIIB enrichment in ChIP-qPCR (Figure 2b). Based on the above confirmation rate, we estimate that approximately 6,000 (92% of 6,547) promoters - representing one-quarter of all 24,000 interrogated promoters - are bound by TFIIB. This is in line with previous estimates on the number of active promoters in human cells [25]. 

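Among the named promoters, limma called TFIIB above the array centre, at an adjusted p under 0.05, at 5 of 5 cytosolic ribosomal protein genes, 5 of 5 replication-dependent histone genes, 4 of 4 proteasome genes and 4 of 4 genes in the list of general transcription factors, which takes in DR1, the gene of NC2 beta. It did so at 3 of 5 mitochondrial ribosomal protein genes, 2 of 5 respiratory chain genes, 1 of 5 genes named as translation factors, 3 of 4 immediate early genes and 2 of 4 interferon response genes, among the last G1P2 (ISG15) with 1.13 ± 0.10 (SD, n = 2, adjusted p = 5.61e-05 from limma). CD53, a leukocyte surface protein, had 1.83 ± 0.04 (SD, n = 2, adjusted p = 7.12e-07 from limma). None of 17 olfactory receptor genes, 5 myeloid or erythroid markers and 2 T and NK cell markers passed with limma. Of those above the centre, 1, 0 and 0 had an unadjusted p under 0.05. Each of these counts was the same when adjusted over the list alone. Some of the promoter regions of the histone genes overlap each other, so they are not separate examples. Over all 24134 promoters, 3511 (14.5%) were above the centre at an adjusted p under 0.05 from limma, and 0 were below it. The 3511 included every one of the 2414 promoters in the upper 10% of TFIIB occupancy, and 6060 promoters had an unadjusted p under 0.05. The count below the centre depended on the setting. It was 228 without trend, 160 after quantile normalization and 46 with the deposited table, and 0 with normexp and with loess. From the share of ChIP-qPCR targets that were positive, the paper estimates how many promoters are bound.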

To corroborate specific promoter association of TFIIB, the glyceraldehyde 3-phosphate dehydrogenase gene (*GAPDH*) was scanned by ChIP-qPCR with eight primer pairs scattered throughout the locus (Figure 2c). Binding of TBP and the initiating form of RNAPII (phosphorylated at serine 5 in its carboxy-terminal domain) were monitored in parallel. All three factors showed pronounced binding to the *GAPDH *promoter, indicating assembly of an active PIC containing TFIIB. Similar results were obtained at other large gene loci (data not shown). TFIIB did not bind the 3' region of *GAPDH *or other genes [22] as was recently reported for yeast genes [27].

**Figure 2:**
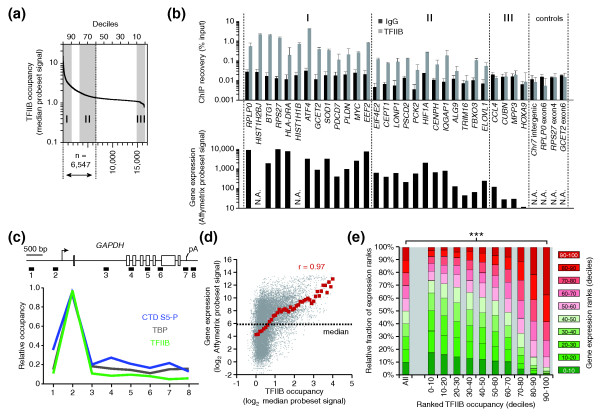
**Validation of TFIIB target promoters**. **(a) **Signal distribution of TFIIB enrichment. I, II and III denote groups of promoters from the upper 10th, 60th to 80th, or lower 10th percentile and correspond to high, mid-to-low, or no TFIIB occupancy. **(b) **Target gene validation. Selected genes from groups I to III were analyzed by ChIP-qPCR using TFIIB or IgG control antibody in a third chromatin sample from LCL721 cells in which two independent ChIP reactions were performed (upper panel). Genes are ordered from left to right according to TFIIB levels on the promoter arrays. The relative ChIP recovery is expressed as percentage of input (*y*-axis). The bars represent the mean, error bars the range of the two ChIP experiments. Corresponding gene expression levels in LCL721 B cells are shown in the lower panel. These were determined using Affymetrix U133 Plus 2.0 microarrays. They represent normalized hybridization signals of gene-specific microarray probesets. N.A., not analyzed. **(c) **Assembly of an active PIC at the *GAPDH *promoter. ChIP-qPCR was conducted with eight primer pairs spanning the human *GAPDH *locus (numbered boxes in top scheme). Results of ChIPs in LCL721 B cells with antibodies for TFIIB, TBP or the initiating form of RNAPII (CTD S5-P) are graphed as relative occupancy levels at the different amplicon locations (lower panel). **(d) **Scatter plot showing the genome-wide correlation of TFIIB binding to promoters (*x*-axis, log_2 _scale) and steady-state mRNA levels (*y*-axis, log_2 _scale) of the corresponding genes. The median of all expression array probesets with present calls is indicated by the dotted horizontal line. The red dots indicate the average expression in gene groups with increasing TFIIB occupancy. They were determined by moving a sliding window (step size 0.1) over the TFIIB data points and calculating the mean expression value for each increment. **(e) **Distribution of ranked gene expression quantiles (color-coding indicated to the right) in genes with increasing TFIIB occupancy levels. The difference in distributions was statistically evaluated using a Kolmogorov-Smirnov test (***P < 2e-16).

### TFIIB occupancy correlates positively with steady-state mRNA levels

At single genes TFIIB occupancy matched well with steady-state mRNA levels in LCL721 B cells [22] (Figure 2b, lower panel). To corroborate this at a genome-wide scale, TFIIB occupancy levels were correlated with mRNA levels for all genes. To this end, the median of the TFIIB ChIP-chip signal on each NimbleGen promoter array probeset was plotted against the normalized mRNA hybridization signal on the corresponding probeset of an Affymetrix gene expression array (Figure 2d). Then, a sliding window was moved over the ChIP-chip data from genes with low TFIIB levels to genes with high TFIIB levels and the average expression for these subgroups was determined. The resulting curve revealed a significant positive correlation between TFIIB occupancy and gene expression (Pearson's correlation *r *= 0.97). Moreover, a disproportionately high number of the most strongly expressed genes bear high TFIIB levels, as revealed by the skewed distribution of expression quantiles (Figure 2e). Here, 94% of the genes in the upper 10th percentile of TFIIB occupancy are expressed above average (median of all expression array signals), and 37% fall into the top 10% of expressed genes. In contrast, 26% of the genes in the lower 10th percentile of TFIIB occupancy are expressed above average, and only 2% of those are amongst the top 10% of all expressed genes. These outliers may reflect gene expression control at posttranscriptional stages, for example, through stabilization of mRNAs. To statistically evaluate the observed difference, a Kolmogorov-Smirnov test was applied. It confirmed with a significance level of *P *< 2e-16 that the distribution of expression signals in the upper 10th percentile of TFIIB occupancy is highly dissimilar to the distribution in all genes. Taken together, these analyses indicate that TFIIB-dependent PIC formation provides an excellent measure for gene activity, both at the single gene and the genome-wide level.

### Human core promoter structure associated with preinitiation complexes

General features of high-TFIIB promoters (upper 5th percentile) were compared to low-TFIIB promoters (45th to 50th percentile) and no-TFIIB promoters (lower 5th percentile). For each group the core promoter sequences from position -50 to +50 were extracted, aligned at the major TSS and represented in a nucleotide frequency plot [28] (Additional file 1). High- and low-TFIIB promoters have 61% and 62% GC content compared to 54% of the no-TFIIB promoter set, well above the 38% for the whole human genome [10]. An exception is the region surrounding the TSS, where, consistent with previous CAGE data, pyrimidine (Py) at -1 and purine (Pu) at +1 (with G as the most frequently base at +1) is seen [15]. We next searched for core promoter elements in the different promoter groups, including a block of 100 genes with the highest levels of TFIIB binding. In the latter group, referred to as 'top 100', 24% of all promoters contained a TATA consensus motif (TATAW, with the first T at position -31 relative to the TSS). The number decreased in the less frequently bound groups, reaching an overall 5% in high-TFIIB and 1.4% in low-TFIIB promoters (Figure 3a). TATA-like sequences (WWWW) within position -20 to -40 were found in 66% of the top 100 genes, and decreased to 29% and 20% in high- and low-TFIIB promoters (Figure 3a). In contrast, the frequency of the BREu motif (SRCGCC positioned immediately upstream of TATA) was around 2 to 3% and independent of TFIIB occupancy (Figure 3b). Relaxation of the BREu sequence constraints by allowing for one mismatch elevated frequencies to 17%, 19% and 21% in the top 100, high-TFIIB and low-TFIIB genes, respectively. Thus, unlike TATA, BREu and BREu-like sequences do not correlate with TFIIB occupancy. For BREd, we analyzed only TATA consensus promoters within high-TFIIB promoters to allow accurate location of the motif downstream of TATA as described [5]. Despite its degenerated consensus (RTDKKKK) we did not find a single TATA promoter containing a full match to this sequence in this subgroup. Allowing for one mismatch did not reveal enrichment of BREd above stochastic levels. Hence, BREd is essentially absent in TATA consensus promoters with high TFIIB levels. Finally, we found that 17% of the top 100 genes contained a full match to the initiator sequence (YYANWY) around the TSS (with the central A between position -4 and +5). INR frequency was slightly decreased in high-TFIIB promoters (12%) and low-TFIIB genes (10%) (Figure 3c). Like TATA, initiator was readily discovered using the *ab initio *motif discovery program MEME [29] in the top 100 TFIIB-bound promoters (data not shown). No other motifs with reasonable *E*-values (measuring significance of enrichment) and/or specific positioning in the core region could be identified. Most notably, MEME uncover neither BREu nor BREd from these TFIIB-bound promoters.

**Figure 3:**
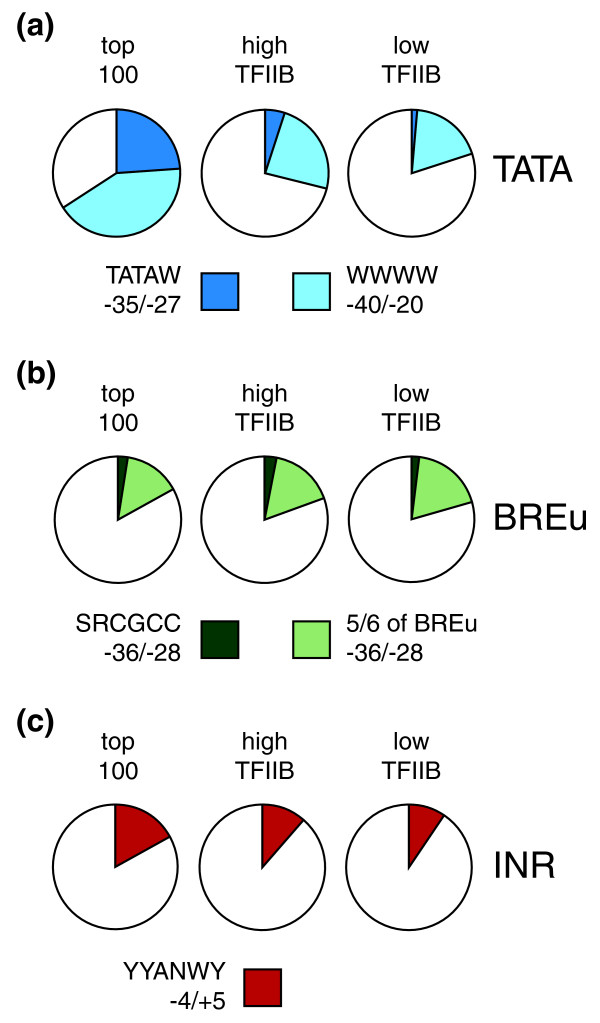
**Frequencies of core promoter elements in TFIIB target promoters**. Pie charts showing the relative frequencies of **(a) **TATA and TATA-like motifs, **(b) **BREu, and **(c) **INR consensus in the top 100 TFIIB-bound promoters (left chart), high-TFIIB promoters (middle chart) and low-TFIIB promoters (right chart). Motif sequences and positions that were requested for a hit are shown below the charts.

### Comparison of genome-wide TFIIB and NC2 promoter occupancy

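NC2, the TBP-binding repressor formed by DR1 (NC2 beta) and DRAP1 (NC2 alpha), was measured on 1 array with an antibody to NC2 alpha, in LCL721 chromatin of passage 5. The array design is that of the TFIIB Px5 array, and the label and the input DNA were arranged in the same way. The median promoter probe had a ChIP intensity of 1161 and an input intensity of 2297. Log2 ratios were centred and summarised per promoter as for TFIIB. The promoter values had an SD of 0.61, against 0.43 on each TFIIB array, and the 95th percentile of the control probes was 0.13. The deposited log2 values equal the median of the 4 highest probes of a promoter on this array as well. For TFIIB Px7 they are medians of the 11 highest, which lowers TFIIB minus NC2 compared with equal numbers of probes. The deposited values exceeded those used here by a median of 0.38 for NC2, 0.38 for TFIIB Px5 and 0.09 for TFIIB Px7. With a single NC2 array, NC2 values have no replicate error. In tests of TFIIB against NC2 by limma, the NC2 array is assumed to vary as the TFIIB arrays do.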

NC2 ChIP-chip was conducted in parallel to TFIIB and as described previously [22]. The two data sets proved to be closely related (Pearson's coefficient of 0.8; Figure 4a). 

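Promoters rich in TFIIB were also rich in NC2. RABGGTB, a subunit of a prenyltransferase, had a TFIIB value of 2.92 ± 0.27 (SD, n = 2) and an NC2 value of 2.85. CHC1 had 3.15 ± 0.29 (SD, n = 2) and 2.80, and at RPS27 the NC2 value was 2.84. Across the promoters, the mean of the TFIIB arrays and NC2 had a Pearson's r of 0.853 and a Spearman's rho of 0.738. Within the batch that holds both factors, TFIIB Px5 and NC2 had an r of 0.832 and a rho of 0.717. TFIIB Px7, from the other batch, and NC2 had 0.808 and 0.596. Genes are not independent replicates in any of these correlations.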

Nearly three-quarters of TFIIB target promoters from the upper 10th percentile were also identified in the upper 10th percentile of NC2 targets (Figure 4b). 

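NC2 lay in its own upper 10% at 1868 of the 2414 promoters in the upper 10% of TFIIB (77.4%, exact 95% binomial interval 75.7% to 79.0%), where chance gives 10%. With TFIIB Px5 alone, of the same batch as NC2, the count was 1843 (76.3%), and with TFIIB Px7 alone 1771 (73.4%). The interval takes promoters as independent and leaves out variation between arrays, and the value with TFIIB Px7 lies outside it. Between the upper 5% of both factors, 829 of 1207 promoters were shared (68.7%). Among the genes named here, G1P2 and CDC20, an activator of the anaphase-promoting complex, were in the upper 10% of both, at TFIIB percentiles of 96.5 and 97.2 and NC2 percentiles of 97.3 and 96.2. DDX9, an RNA helicase, and GNL2, a nucleolar GTPase, were in the upper 10% of NC2 alone, at TFIIB percentiles of 80.0 and 79.6. The paper reasons that an overlap is not unexpected because both factors bind active genes that carry TBP.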

Binding of the repressor NC2 to active genes and overlap in targets is not unexpected given that both factors target exclusively active genes bound by TBP. TATA frequency was slightly higher in TFIIB target promoters (4.8% versus 3.3% in NC2 target promoters), whereas BREu frequency in the two sets was identical (Figure 4c). The limited preference of NC2 for TATA confirms previous biochemical analyses conducted on model promoters *in vitro *([30]; see also below).

**Figure 4:**
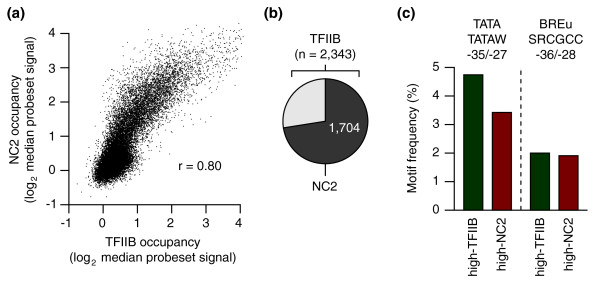
**TFIIB versus NC2 binding to human promoters**. **(a) **Genome-wide correlation of TFIIB and NC2 binding levels on promoter regions. *r*, Pearson's correlation. **(b) **Pie chart showing the overlap of high-occupancy promoters (upper 10th percentile) recovered in TFIIB and NC2 ChIP-chip samples. **(c) **Comparison of the frequencies of TATA and BREu consensus sequences in high-TFIIB versus high-NC2 promoters.

### Intact core promoters select for TFIIB and against NC2

Differences in the underlying gene architectures may favor PIC formation (that is, TFIIB-TBP) versus PIC inhibition (that is, NC2-TBP) *in vivo*. To address this, we sought to relate the relative occupancy levels of TFIIB versus NC2 on core promoters with the mRNA output of the corresponding genes. To this end, relative factor occupancy levels were calculated for percentile-ranked gene expression groups by determining the mean enrichment of either TFIIB or NC2 on all genes within a given expression quantile. The ratio of these two values was built and is plotted in Figure 5a. It is informative for steady-state PIC levels on promoters. The majority of genes displayed a uniform TFIIB/NC2 ratio at their promoters, reasoning against tight control of binding of either one. However, the TFIIB/NC2 ratio increased steeply towards the most highly expressed genes (that is, in the 90th to 95th and 95th to 100th percentiles). 

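The log2 values of both factors are centred per array, which puts each near 0 at promoters with little signal. The difference of TFIIB and NC2 was within 0.5 (log2) at 88.5% of all promoters and at 68.3% of the 7306 promoters at or above the 60th percentile of both. In the highest twentieth of promoters by TFIIB, the median was 1.32 for TFIIB and 1.86 for NC2, and the median difference was -0.41. In the upper 10% of the mean signal of the 3 arrays, it was -0.58 with Px5, of the same batch as NC2, and -0.53 with Px7. NC2 was higher than TFIIB at OSBPL9, an oxysterol-binding protein, by -1.98 (standard error 0.24, adjusted p = 0.000801 from limma), at MEP50, a subunit of the PRMT5 methylosome, by -1.73 (standard error 0.23, adjusted p = 0.00117 from limma) and at GTF2B, which encodes TFIIB, by -1.33 (standard error 0.24, adjusted p = 0.00699 from limma). TFIIB was higher than NC2 at the histone gene HIST2H2BE by 0.75 (standard error 0.19, adjusted p = 0.0423 from limma), a call that was lost under 7 alternatives, 2 of them chosen after seeing the data, with differences from 0.25 with the deposited table (adjusted p = 0.999) to 0.87 with loess (adjusted p = 0.282). Zinc finger genes were higher in NC2 at 4 of 12 promoters (5 when adjusted over the list alone), and the list of general transcription factors, with DR1, at 1 of 4 (3 when adjusted over the list alone), and after quantile normalization at 0 of 12 and 0 of 4. Of 20 gene lists with a named promoter, 14 had a median difference below 0. After quantile normalization 10 did. The residual of TFIIB from a loess trend on NC2, which is not a difference from NC2, had a median below 0 in 6 lists. Over all promoters, limma called TFIIB higher at 39 and NC2 higher at 1000. After quantile normalization of the arrays the counts were 45 and 41, and all 41 were among the 1000. The difference was then -1.75 at OSBPL9 (adjusted p = 0.0191), -1.20 at MEP50 (adjusted p = 0.135), -0.72 at GTF2B (adjusted p = 0.924) and 1.13 at HIST2H2BE (adjusted p = 0.0115). At GTF2B the call was also lost with normexp, at -0.55 (adjusted p = 0.159), and with the deposited table, at -1.30 (adjusted p = 0.321). The deposited table takes more probes for TFIIB Px7 than for NC2, which lowers each difference by construction. The ratio in the paper is of mean occupancies in groups of genes ranked by expression, which is not analysed here. From its uniformity at most genes the paper reasons against tight control of the binding of either factor. The paper also reports a steep rise of the ratio at the genes with the highest expression.

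**Figure D2:**
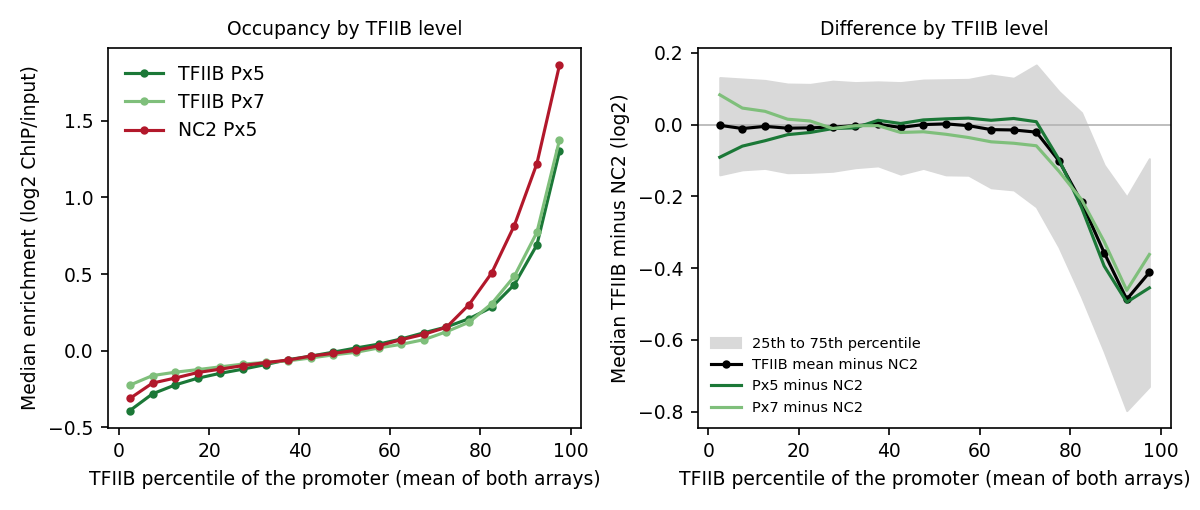
Left, median log2 enrichment (y axis) of TFIIB Px5, TFIIB Px7 and NC2 in 20 groups of promoters ranked by TFIIB percentile (x axis). Right, median difference of TFIIB and NC2 (log2, y axis) over the same groups, for the mean of the TFIIB arrays with the 25th to 75th percentile in grey and for each TFIIB array; it stays near 0 over most of the range and reaches -0.49 in the group before the last.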

The overall range of TFIIB/NC2 ratios on individual gene promoters was between 3.0 (where TFIIB and PIC is dominating) and 0.12 (where NC2 is dominating).

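At the 7306 promoters at or above the 60th percentile of both factors, the TFIIB/NC2 ratio ran from 0.160 to 3.54 with a median of 0.812. Within the batch of the NC2 array, with TFIIB Px5 alone, it ran from 0.168 to 2.73, and with TFIIB Px7 alone from 0.166 to 4.59. Among the named genes, HIST2H2BE stood at 1.68, KIAA0885 at 1.675 and DNAJB4, a chaperone of the HSP40 family, at 1.43. H2B.1, whose promoter region overlaps that of HIST2H2BE, stood at 1.64. The other histone genes named, HIST2H2AC, HIST2H4 and HIST2H2AA, had 1.15, 1.00 and 0.566. The ratios of KIAA0885 and H2B.1 were below 1 with the highest running median of 3 probes and with the deposited table. The deposited table lowers ratios by its unlike numbers of probes per array. At the lower end of the named genes stood OSBPL9 with 0.253 and MEP50 with 0.301. GTF2B had 0.397, above other named genes such as ZNF258 (0.318) and DDX9 (0.325). Each ratio is 2 to the power of the difference of the log2 values. The ratio of the log2 values themselves ran from 0.0300 to 7.61.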

**Figure 5:**
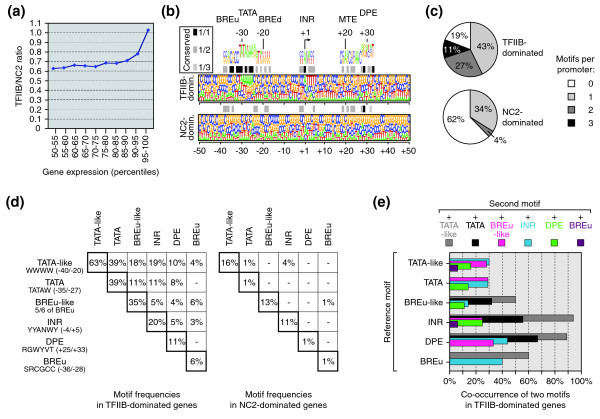
**High TFIIB/NC2 ratios select for TATA and combinations of TATA with other core promoter elements**. **(a) **Correlation of TFIIB/NC2 ratio to gene expression. Genes were grouped into percentiles of expression levels (*x*-axis). For each group, the mean value of TFIIB or NC2 occupancy on all promoters within this group was determined. From these values the ratio was calculated and is plotted as a blue curve in the graph. **(b) **Nucleotide frequency plots [28] of the top 100 TFIIB-dominated genes (upper panel) or the top 100 NC2-dominated genes (lower panel). Core promoter sequences from position -50 to +50 were extracted and aligned at the TSS (broken arrow). Letter heights reflect relative base frequencies at the given position. Shaded boxes on top of each panel indicate matches to the consensus sequences of core promoter elements shown above. **(c) **Pie charts depicting the percentage of promoters of either TFIIB-dominated genes or NC2-dominated genes that contain zero, one, two, or three motifs in their core region. **(d) **Matrix showing absolute frequencies of the indicated core promoter motifs or motif combinations in TFIIB-dominated genes (left) or NC2-dominated genes (right). **(e) **Synergistic motif combinations in core promoters of TFIIB-dominated genes. The bar graph depicts how often one of the specified reference motifs is found in combination with a second motif in the same promoter. Co-occurrence of two motifs is expressed as fractional percentage, with the reference motif alone set to 100%.

We then asked if we could identify core promoter structures that relate to different TFIIB/NC2 ratios. Here, we focused on active genes, that is, genes that are expressed above average and are bound by both factors, using the 60th percentile for TFIIB and NC2 gene occupancy as well as for steady-state mRNA levels as cut-off. 

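In the 100 promoters with the highest TFIIB/NC2 ratio, the median was 2.14 for TFIIB and 1.44 for NC2, and 22 of the 100 lay in the HIST1 stretch of chromosome 6. The 100 with the lowest ratio had a median of 0.53 for TFIIB and 2.22 for NC2, and 0 of them lay in that stretch. Ratios ran from 1.30 to 3.54 in the first group and from 0.160 to 0.353 in the second. Limma called 19 promoters of the first group and 100 of the second. Some promoter regions of the HIST1 stretch overlap each other. Genes named in the first group were DNAJB4, KIAA0885, and the histone entries H2B.1 and HIST2H2BE, whose promoter regions overlap. With the highest running median of 3 probes and with the deposited table the difference turned to -0.065 and -0.286 at H2B.1 and to -0.101 and -0.284 at KIAA0885. The deposited table lowers the difference by its unlike numbers of probes per array. In the second group they were DDX9, MEP50, MGC57827, MRPS14, NASP, OSBPL9 and ZNF258. MRPS14, of the mitochondrial ribosome, had a TFIIB value of 1.38 ± 0.03 (SD, n = 2) and an NC2 percentile of 99.8. ZNF258, a zinc finger protein, had a TFIIB value of 0.41 ± 0.04 (SD, n = 2) and an NC2 value of 2.06. NASP, a histone chaperone, had an NC2 value of 2.56, and its difference turned to 0.50 with the highest running median of 3 probes per promoter (adjusted p = 0.157 from limma). The filter of the paper on gene expression was not applied, since expression values are not analysed here.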

From these, the top 100 genes showing the highest or lowest TFIIB/NC2 ratios were selected for further analysis. Alignment of the promoter regions of the top 100 TFIIB-dominated genes yielded structured core regions with the most frequent bases resembling the INR consensus at positions -2 to +5 (Figure 5b, upper panel). Preferred bases at positions -35 to -25 (CGGCTAAAAAA) matched conserved BREu and TATA residues. Also, a G-rich sequence around +30 (GGGCGT) resembled the DPE motif (RGWYVT) [3] identified in *Drosophila*. In contrast, alignment of NC2-dominated genes did not reveal recognizable core elements. Instead, the core regions of these genes were enriched for G and C, which were the most frequent bases at every single position from -50 to +50 (Figure 5b, lower panel).

The enrichment of core promoter elements in TFIIB- versus NC2-dominated genes was analyzed further. Enumeration of motif frequencies revealed that in 81% of TFIIB-dominated genes but in only 38% of NC2-dominated genes, at least one core promoter motif was present (Figure 5c). Strikingly, 27% and 11% genes of the former group harbored combinations of two or three motifs, whereas only 4% and zero genes of the latter group contained such binary and ternary motif combinations. Individual motif frequencies are summarized in Figure 5d. Comparing TFIIB- versus NC2-dominated genes, TATA was revealed as the most strongly enriched motif. It was present in 39% of TFIIB-dominated genes but in only 1% of NC2-dominated genes (Figure 5d). Other significantly enriched motifs included DPE (11% versus 1%), BREu (6% versus 1%) and, to a lesser extent, TATA-like (63% versus 16%), BREu-like (35% versus 13%) and INR (20% versus 13%). Again, BREd was not identified above stochastic levels in the TATA downstream region. In aligned TATA consensus promoters of TFIIB-dominated genes, the preferred bases upstream of TATA were consistent with described TFIIB contacts [6,12] at the BREu (G at position -34 and C at position -32 were found in 42% and 52% of all TATA promoters), whereas the base composition downstream of TATA did not show homology to the BREd consensus. For example, thymine was the least frequent base at position -24, while it is the most frequent base in the *in vitro *selected BREd consensus sequence RTDKKKK [5]. Base composition rather resembled the upstream region by showing preferential usage of G and C. From these data and the insignificant abundance of BREd, we conclude that BREd does not correlate with PIC formation and TFIIB binding *in vivo*.

The high prevalence for the occurrence of motif combinations in TFIIB-dominated genes in illustrated in Figure 5e. In line with the known synergy between INR and TATA [14], 94% and 56% of promoters harboring the INR motif also contained a TATA-like or TATA consensus sequence, respectively. A strong linkage was also observed for DPE and TATA: 89% of DPE promoters harbored a TATA-like sequence, and 67% of DPE promoters a TATA consensus motif in the upstream region around -30. This is unexpected, since the DPE was functionally identified in *Drosophila *promoters as a surrogate core element in TATA-less promoters [3]. Finally, 50% of promoters with a BREu-like motif around position -32 contained an adjacent TATA-like sequence and 32% a downstream TATA consensus, reflecting the above observation of conserved BREu residues in TATA-containing promoters with high-TFIIB levels. Taken together, TFIIB strongly selects for TATA as well as for synergistic combinations of TATA with INR or DPE and, to a lesser extent, with BREu-like sequences in human core promoters.

### NC2 is more frequent on genes with multiple start sites lacking defined core promoter elements

Next, CAGE data [31] were compared with the top 100 of either TFIIB- or NC2-dominated genes. This analysis revealed that the majority of TFIIB-dominated genes (69%) displayed focused TSS patterns starting from one or very few dominant sites (Figure 6a). At NC2-dominated promoters, dispersed TSS distributions were enriched (68%). CAGE tags provide a quantitative measure for mRNA abundance. TFIIB-dominated genes contained, on average, 948 CAGE tags per cluster, whereas this number decreased to 279 tags per cluster for NC2-dominated genes.

**Figure 6:**
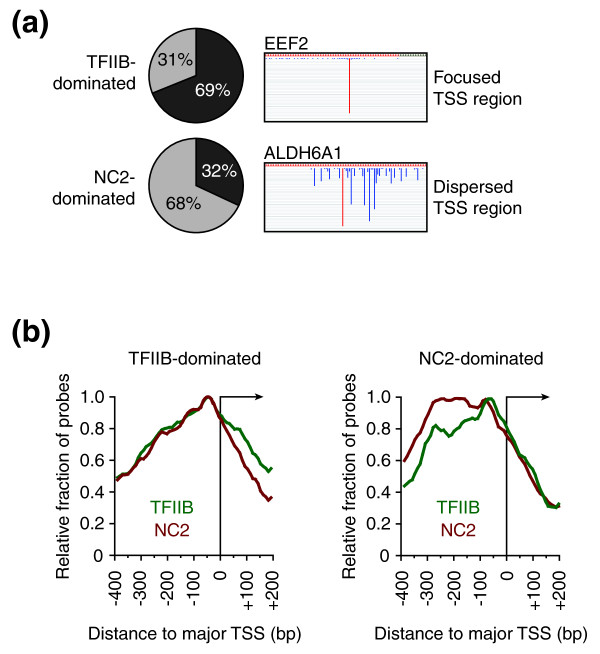
**TFIIB/NC2 ratio reflects transcription start site patterns**. **(a) **Start site patterns in TFIIB- versus NC2-dominated genes. Pie charts show the fraction of promoters for which a distinct TSS pattern could be assigned. Individual regions displaying single peak or dominant peak shape were classified as focused TSSs, and those displaying broad or multimodal peak shape were classified as dispersed TSSs (classification following [43]). Examples of genes with focused and dispersed TSS patterns (taken from [44]) are shown. **(b) **TFIIB profiles (green) and NC2 profiles (red) at promoters of TFIIB-dominated genes (left), or NC2-dominated genes (right). For each profile the relative fraction of high-score (upper 5th percentile) probes mapping to distinct 10 bp bins around the aligned TSS is plotted, with score maxima arbitrarily set to 1.

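At the 1000 promoters with the highest TFIIB/NC2 ratio, among those at or above the 60th percentile of both factors, TFIIB and NC2 peaked in the same zone of the promoter sequence. Their ratios reach down to 0.987, the difference had the sign of the mean at 654 of them with TFIIB Px5 and at 781 with TFIIB Px7, and limma called 19. The maximum of the share of high-score probes lay at -334.5 bases from the downstream sequence end for TFIIB Px5, at -304.5 for TFIIB Px7 and at -334.5 for NC2. The 95% interval of the distance of NC2 from TFIIB, from resampling promoters, was -60.0 to 80.0 bases for Px5, of the same batch as NC2, and -100.0 to 40.0 for Px7. The mean position of the high-score probes of NC2 was -13.6 bases from that of TFIIB Px5 (two-sided permutation p = 0.0615, labels of the factors exchanged within promoters) and -15.2 bases from that of TFIIB Px7 (p = 0.0456 by the same permutation). At its maximum the share of high-score probes was 38.4% for TFIIB Px5 and 24.3% for NC2. Of the 1000 promoters, 30 lay in the HIST1 stretch.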

Average occupancy profiles of TFIIB and NC2 at promoters of genes with high or low TFIIB/NC2 ratios (1,000 for each group) showed similar factor profiles at the former group, with peak maxima coinciding at position -50 (Figure 6b, left). In contrast, at genes with low NC2/TFIIB ratios a broader distribution of both factors (ranging from -90 to -290) was observed (Figure 6b, right). 

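At the 1000 promoters with the lowest ratio the smoothed profile of each array was wider than at the 1000 with the highest. The profiles at medium height were 290 bases wide for TFIIB Px5, 270 for TFIIB Px7 and 260 for NC2. They were 100, 230 and 130 bases wide at the promoters with the highest ratio, and 470, 430 and 460 over all promoters. At the highest ratio the TFIIB arrays differed from each other (100 and 230) more than the groups did with Px7 (230 and 270). In profiles of the mean log2 ratio the widths were 300, 290 and 270 bases with the lowest ratio and 220, 250 and 120 with the highest. NC2 probes of high score were more frequent than TFIIB probes, with 64.8% at the maximum of NC2 against 38.4% for TFIIB Px5 and 36.3% for TFIIB Px7. A neighbouring promoter in head-to-head orientation within 2 kb was present at 233 of the 1000 promoters with the lowest ratio and at 127 of the 1000 with the highest. Among the 100 with the lowest ratio 21 had such a neighbour, and among the 100 with the highest 23. Widths are of single smoothed curves and carry no error, so they do not settle whether the zone is wider.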

Here, NC2 is markedly enriched in upstream regions relative to TFIIB, perhaps indicating a specific role of NC2 on genes with multiple start sites. 

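In the group with the lowest ratio, the profile of NC2 had its maximum at -344.5 bases and those of TFIIB Px5 and Px7 at -264.5 bases. The 95% interval of the distance from NC2 to TFIIB, from resampling promoters, was -190.0 to 0.0 bases with each array. Averaged over the high-score probes, NC2 lay at -11.6 bases from TFIIB Px5 (two-sided permutation p = 0.0349, labels exchanged within promoters) and at -12.2 bases from TFIIB Px7 (p = 0.0493 by the same permutation). With the deposited table these distances were -1.21 (permutation p = 0.864) and -12.3 bases (permutation p = 0.115), and with normexp -14.3 (permutation p = 0.0272) and -4.98 bases (permutation p = 0.473). The p was above 0.05 with one of the TFIIB arrays also with loess, quantile normalization, the mean and the running median. The distance in the lowest group minus that in the highest was 1.98 bases with Px5 (permutation of the promoters between groups, p = 0.824) and 2.99 bases with Px7 (p = 0.761). After quantile normalization of the arrays it was -11.8 bases with Px5 (permutation p = 0.143). When groups were made by the residual of TFIIB from a loess trend on NC2, chosen after seeing the data, it was -20.8 bases with Px5 (permutation p = 0.00872). From the upstream enrichment of NC2 the paper proposes a role of NC2 on genes with multiple start sites.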

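The single highest probe of each promoter gives a position that does not depend on a cut-off. In the group with the lowest ratio, the highest probe of NC2 lay upstream of that of TFIIB Px5 at 326 promoters and downstream of it at 302. The mean distance was 3.16 bases (standard error 6.86, two-sided sign-flip permutation p = 0.648). Against TFIIB Px7 the counts were 331 and 332, with a mean of 4.44 bases (standard error 6.87, permutation p = 0.520). In the group with the highest ratio, the highest probe of NC2 lay upstream at 333 promoters and downstream at 276 with Px5, and at 371 and 295 with Px7, and the mean distance was -0.930 bases (permutation p = 0.922) and -4.96 bases (permutation p = 0.591). These permutations test the mean distance alone. The counts leaned upstream with each TFIIB array in this group and were not tested. Permutation of labels within promoters takes the promoter, not the probe, as the unit, because neighbouring probes share the same DNA fragments. In both ratio groups, the permutation p-values and the intervals from resampling describe spread over promoters on 1 NC2 array. They do not measure variation between cultures or arrays.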

The relevance of the difference in TFIIB versus NC2 distributions on these genes was confirmed with high confidence (*P *< 2.2e-16) by running a Wilcoxon-Mann-Whitney test on the positions of TFIIB and NC2.

### TFIIB/NC2 ratios are influenced by both activators and core promoter elements

To this point our data suggested that core promoters and specifically TATA in synergy with other elements influence the equilibrium between TFIIB and NC2. On the other hand, PICs form in the absence of core elements in the majority of genes, raising questions as to how factors are directed here. To model this situation, we employed an *in vitro *PIC formation assay in which transcription complexes were assembled on a Gal4-responsive heterologous promoter template containing either a wild-type or mutant TATA box, both in the presence and absence of the model activator Gal4-VP16 (Figure 7). Whereas the activator enhanced TFIIB binding, NC2 remained essentially irresponsive to at least this activator. Notably, the positive activator effect on TFIIB was stronger for the template containing a mutant TATA element (three-fold increase of TFIIB binding) compared to the wild-type TATA template (1.8-fold increase of TFIIB binding).

**Figure 7:**
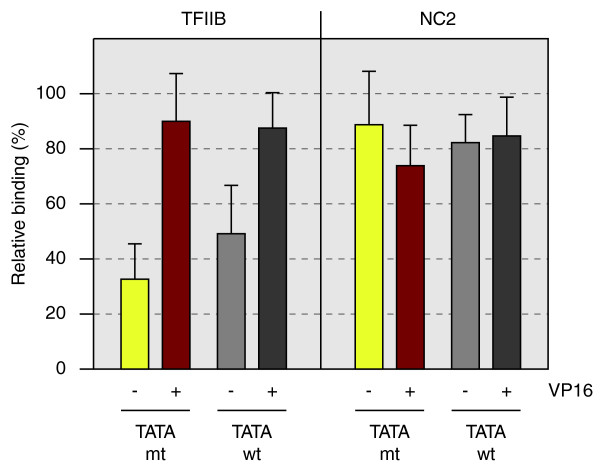
**TFIIB and NC2 binding to TATA (+/-) promoters in nuclear extracts**. PICs were formed on immobilized HIV/AdML promoter templates containing a wild-type (wt) or mutant (mt) TATA box using Jurkat nuclear extract under basal conditions (-VP16) or in the presence of the activator Gal4-VP16 (+VP16). After washing, the reactions were analyzed by immunoblotting with specific antibodies against TFIIB or NC2. Blots were scanned and quantified using ImageJ [41]. Bars and error bars represent mean and standard deviation of three independent reactions. TFIIB and NC2 template association is expressed as percentage of relative binding, with the reaction showing maximum binding set to 100%.

## Discussion

Our analysis establishes the first genome-wide reference data set for steady-state occupancy levels of vertebrate PICs. The comparative analysis of TFIIB and NC2 occupancy with gene expression further provides a framework for future detailed analyses of basal versus gene regulatory mechanisms on individual or groups of human genes. Our data presently suggest that PIC (or TBP-TFIIB) association correlates with TATA or is independent of core elements altogether, whereas NC2 association is largely independent of the underlying core promoter structure.

TFIIB and NC2 act globally and are present at active genes. We report a strong positive correlation of TFIIB with gene expression levels at a genome-wide scale (Figure 2d), which is in line with the factor's original definition as a crucial PIC component [11]. Conflicting reports indicating a negative TFIIB impact through BRE interactions (see Introduction) are not represented in our genome-wide data, although we can not exclude such mechanisms at specific genes. At least for highly expressed genes, our data reason for an inhibitory function of NC2. It remains to be proven that NC2 can also act positively on certain genes. Candidates for the latter are multiple start sites genes that produce high mRNA levels and display high NC2/TFIIB ratios. A possible mechanism is that efficient promoter association of TBP depends on NC2 at such genes.

Our data reason against a positive influence of core elements on NC2 promoter association. For example, NC2-dominated genes with high NC2/TFIIB ratios were enriched for GC but depleted for core promoter elements, in particular TATA, BREu and DPE (Figure 5b-d). Attempts to show direct specificity of TBP-NC2 complexes for GC-rich regions failed (Christine Göbel and MM, unpublished). Enrichment of NC2 on such genes probably reflects low initiation rates from start sites located further upstream of a major TSS. At the majority of genes, however, TFIIB and NC2 occupancy distribution is very similar. This indirectly suggests that TBP, the partner of both TFIIB and NC2, dictates the recognition site. However, alternative scenarios in which NC2 binding and PIC formation become coupled could be projected. For example, when RNAPII clears the promoter it leaves TBP behind [32]. The latter may subsequently be recognized and stabilized by the abundant NC2 complex.

NC2 occupancy and activity appear in a distinct light if compared with TFIIB. A generally positive correlation of binding with the presence of TATA turns into a negative correlation relative to the competing GTF TFIIB. Related to this, NC2 occupancy positively correlates with gene expression, yet TFIIB correlation with it is more pronounced. Indeed, TFIIB/NC2 ratios increase especially in the most strongly expressed 5% of the B cell genes (Figure 5a). Our data thus reason for a negative role of NC2 at strongly expressed genes carrying intact core promoters. This is consistent with the original reports by Reinberg and our laboratory [33-36].

TATA, although a rather infrequent motif, is positively correlated with the binding of TFIIB (Figure 3a). Somewhat surprisingly, we found little evidence for a critical role of the previously defined BREs in PIC formation. The BREu consensus is found in approximately 3% of the preferred TFIIB target genes (Figure 3b). In pre-selected TFIIB-dominated genes the BREu frequency increases only moderately to 6% (Figure 5c). BREd is not found above stochastic levels and, hence, is apparently not linked to TFIIB-driven PIC formation. One may object that BREs are more degenerated in sequence and difficult to track, especially in the absence of TATA boxes, where the position of TFIIB-DNA interaction is less predictable. Along this line we note that genes with a high TFIIB/NC2 ratio often carry GC-rich regions that resemble the upstream BREu. In summary, the data imply that conserved BRE motifs with position and sequence fidelity comparable to the TATA consensus do not play a significant role in TFIIB promoter association.

Most genes that bind TFIIB with high efficiency (top 5%) seem not to employ core elements to facilitate or stabilize GTF-core promoter interactions. TATA consensus is found with a frequency below 5%, TATA-like elements reach 29% (Figure 3a). The DPE, downstream core element and motif ten element were not detected above stochastic levels in the top 5% of target genes of either TFIIB or NC2. So far our attempts have failed to select associated structure in core promoters for the few genes where these elements may play a role. We could also not reconstruct an alternative (that is, mammalian) DPE from the information obtained with high-TFIIB or high-NC2 target genes. Generally, core elements were most well represented in a small subset of genes that have high expression levels and at the same time display high TFIIB/NC2 ratios. In this small subset we did identify with a frequency of 11% a positioned DPE-like motif conforming to the *Drosophila *consensus RGWYVT [3]. In contrast to the situation in *Drosophila*, DPE presence is strongly linked to TATA in this subset of human promoters (Figure 5d).

We hypothesize that at the majority of genes lacking intact core elements, promoters are accessible in chromatin and/or may ultimately direct GTFs to promoters via interactions with regulatory surfaces, for example, through gene-specific activators. To prove this assumption, individual genes will have to be studied in detail both *in vivo *and *in vitro*. While this will undoubtedly uncover different scenarios in directing PIC formation, we have initially taken a reductionist biochemical approach using one model activator together with prototypic (TATA+/-, INR+) promoters (Figure 7). Most importantly, the activator, and to a lesser extent TATA, influence binding of TFIIB, while NC2 is unresponsive to the activator. NC2 also has less affinity for TATA, yet TBP-NC2 complexes retain moderate specificity for TATA [30]. This result suggests that PICs might be directed to promoters by activators, whereas the core promoters contribute to their binding and less to the association of NC2 with promoters. The high prevalence of intact core elements and their combinations in the small subset of TFIIB-dominated genes as well as the positive correlation of high TFIIB/NC2 ratios to gene expression levels (Figure 5a) suggests that core promoter elements contribute to gene activity in this subgroup of genes. The model predicts that binding of GTFs may be largely directed by activators on GC-rich promoters, whereas direct binding of GTFs and, to a lesser extent, regulatory factors contribute to the activity of the small subset of genes carrying multiple intact core elements within promoters.

## Conclusions

TFIIB and NC2 are global factors acting at a large fraction of all human genes. TATA was revealed as the most influential element for TFIIB recruitment and PIC formation. Most genes, however, recruit general factors in the absence of known GTF binding sites. We hypothesize that at these genes, TFIIB/NC2 ratios are determined by interactions between regulatory factors and the RNAPII machinery. There is overwhelming evidence for the influence of regulatory factors on PIC formation, but little precedence for direct action of activators on NC2. This is also the result of our *in vitro *binding studies using VP16 as a model for transactivators. On the other hand, core promoter elements are the major determinant for PIC binding in a subgroup of highly expressed genes that are characterized by high TFIIB/NC2 ratios. This subgroup establishes a small pool of human core promoters that may prove useful for future analyses of interactions between GTFs, cofactors and core promoters.

## Materials and methods

### Antibodies

Anti-TFIIB antibody (sc-225) and non-specific IgG serum (sc-2027) were purchased from Santa Cruz Biotechnology (Santa Cruz, CA, USA). Anti-NC2 alpha (DRAP1) antibody 4G7 has been previously described [22].

### Cell culture

LCL721 cells were grown in RPMI 1640 medium supplemented with 10% (v/v) heat-inactivated fetal bovine serum, 5 mM L-glutamine and 100 units/ml penicillin-streptomycin (all from Invitrogen, Karlsruhe, Germany) in a humidified incubator at 37°C and 5% CO_2_.

### Chromatin immunoprecipitation

We pelleted 1 × 10^8 ^cells (0.4 × 10^6 ^cells/ml) by centrifugation (1,200 rpm, 5 minutes) and washed them with PBS. The cell pellet was resuspended in 36 ml of PBS. Cells were fixed by adding 4 ml of a freshly prepared 10% formaldehyde solution (10% (v/v) formaldehyde (Sigma-Aldrich, Taufkirchen, Germany), 140 mM NaCl, 1 mM EDTA, 0.5 mM EGTA, 50 mM Hepes-KOH pH 8.0). Cross-linking was done for 9 minutes at room temperature, followed by quenching with 125 mM glycine, with immediate transfer of cells to ice followed by 5 minutes incubation on ice. Cells were washed twice with ice-cold PBS and sequentially lysed by resuspending the cell pellet in 5 ml of ice-cold ChIP lysis buffer 1 (50 mM Hepes-KOH pH 7.4, 140 mM NaCl, 1 mM EDTA, 0.5 mM EGTA, 10% (v/v) glycerol, 0.5% (v/v) Igepal CA-630 (Sigma-Aldrich, Taufkirchen, Germany), 0.25% Triton X-100 (Sigma-Aldrich), and freshly added 1× protease inhibitor cocktail (Roche, Mannheim, Germany)) and 10 minutes rotation at 4°C. Cells were collected by centrifugation (4,000 rpm, 10 minutes, 4°C), followed by resuspension in 5 ml of ice-cold ChIP lysis buffer 2 (10 mM Tris-HCl pH 8.0, 200 mM NaCl, 1 mM EDTA, 0.5 mM EGTA, freshly added 1× protease inhibitor cocktail) and 10 minutes rotation at 4°C. After centrifugation (4,000 rpm, 10 minutes, 4°C), the pellet was resuspended in 3 ml of ice-cold ChIP lysis buffer 3 (10 mM Tris-HCl pH 8.0, 140 mM NaCl, 1 mM EDTA, 1 mM EGTA, 0.5% N-lauryl sarcosine (Sigma-Aldrich), 0.1% sodium deoxycholate (Sigma-Aldrich), and 1× protease inhibitor cocktail). Acid-washed glass beads (212 to 300 microns; Sigma-Aldrich) were added, and the cross-linked chromatin was sheared to an average size of 300 bp by 6 minutes sonication (40% power output, with pulses set to 30 s ON/10 s OFF) in an ice-water bath using a Branson 250-D sonicator and a microtip. After sonication, Triton X-100 was added to 0.5% as final concentration, and the lysate was centrifuged (5,500 rpm, 5 minutes, 4°C) to remove cell debris. The chromatin extract was pre-cleared with 100 μl blocked (pre-absorbed with PBS/0.5% (w/v) BSA (Sigma-Aldrich)) protein A/G sepharose FF beads (GE Healthcare, Munich, Germany) for 2 h at 4°C, quantified in a UV spectrophotometer and diluted to 1 mg/ml and 0.25% N-lauryl sarcosine. We used 500 μl of the chromatin extract per single ChIP reaction in lubricated tubes in a total volume of 1 ml. The extract was incubated overnight at 4°C with 50 μl blocked protein A/G sepharose beads that had been pre-adsorbed with 10 μg of antibody. Immune complexes were collected by centrifugation (3,000 rpm, 1 minute, 4°C) and washed six times with 1 ml of ice-cold ChIP wash buffer (50 mM Hepes-KOH pH 7.4, 500 mM LiCl, 1 mM EDTA, 1% Igepal Ca-630, 0.7% sodium deoxycholate, and freshly added 0.5× protease inhibitor cocktail) and one time with 1× TE (10 mM Tris-HCl pH 8.0, 1 mM EDTA) containing 50 mM NaCl. The protein-DNA complexes were eluted from the beads by adding 200 μl ChIP elution buffer (50 mM Tris-HCl pH 8.0, 10 mM EDTA, 1% sodium dodecyl sulfate (SDS; Invitrogen)) and incubation at 65°C under constant agitation for 10 minutes. After removal of beads by centrifugation (6,000 rpm, 5 minutes, room temperature) the supernatant was incubated at 65°C overnight to revert the cross-links. Then, the sample was diluted to 400 μl with 1× TE. DNAse-free RNAse A (8 μg; RPA grade; Applied Biosystems, Foster City, CA, USA) was added and the sample was incubated for 1 h at 37°C, followed by addition of proteinase K (PCR grade; Roche) to 250 μg/ml and digestion for 2 h at 55°C. Genomic DNA was isolated from the precipitated material as well as from the sheared chromatin input (1% of the material used for ChIP) by phenol extraction and ethanol precipitation.

### ChIP-chip

ChIP and input DNA was end-polished using T4 DNA polymerase (New England Biolabs, Ipswich, MA, USA) and 200 μM dNTPs for 20 minutes at 12°C. After phenol extraction and ethanol precipitation, blunted DNA was ligated to 100 pmol of annealed linker (of oligo-25, 5'-GCGGTGACCCGGGAGATCTGAATTC, and oligo-11, 5'-GAATTCAGATC) using T4 DNA ligase (New England Biolabs) overnight at 16°C. DNA was ethanol precipitated and amplified by ligation-mediated PCR in a total volume of 55 μl containing 250 μM dNTPs, 50 pmol of oligo-25, 5 units of Taq polymerase (New England Biolabs) and 0.025 units of Pfu Turbo polymerase (Stratagene, La Jolla, CA, USA) for one initial cycle consisting of 2 minutes at 55° (during which polymerase was added), 5 minutes at 72°C and 2 minutes at 94°C, followed by 22 cycles of 0.5 minutes at 94°C, 0.5 minutes at 60°C and 2 minutes at 72°C, and a final 4-minute extension at 72°C. Amplicons were purified with a PCR purification kit (Qiagen, Hilden, Germany). At least 5 μg of amplified ChIP and input DNA were labeled and hybridized to human promoter arrays (NimbleGen HGS17 human 1.5 K promoter chip) containing 24,134 human promoter regions, each represented by a probe set of 15 tiling 50-mer oligonucleotide probes covering 1.5 kb DNA around TSSs. Slides were scanned by NimbleScan and raw data were processed by NimbleGen according to standard procedures [37]. Briefly, for each feature a log2 ratio of the hybridization intensities of the co-hybridized ChIP and input DNA was determined. These ratios were scaled to center the data around zero by robust statistics. Specifically, scaling was performed by subtracting Tukey's bi-weight mean for the log2 ratios of all array features from each individual log2 ratio. The median of the scaled log2 ChIP/input ratio of each probe set provides a measure for promoter occupancy.

### ChIP-qPCR

ChIP-qPCR analysis was done with Power SYBR green PCR master mix in an ABI StepOne Plus thermocycler (Applied Biosystems, Foster City, CA, USA). Triplicate reactions were carried out in a total volume of 10 μl containing 4 pmol of forward and reverse primers. Reactions containing serially diluted input DNA were used as standard curve to quantify ChIP DNA reactions. Melting curve analysis was used to determine the specificity of all reactions. Primer sequences are available upon request.

### Computational and statistical analyses

Peak finding was done using the Mpeak program [26]. Peaks were called under different stringency settings, with cut-offs of mean log_2 _signal ratios (ChIP versus total DNA) plus either 1, 2, or 2.5 standard deviations (Table 1). High-resolution binding profiles were generated by extracting and remapping of relevant array probe sequences to their exact position in the NCBI build 36 of the human genome. A slightly modified version of the RegionMiner software (Genomatix, Munich, Germany) was used to correlate the position of single high-score probes (upper 5th percentile) with annotated TSSs (Figures 1d and 6b). To avoid positional bias, the relative fraction of high-score probes mapping to distinct 10-bp bins around aligned TSSs was calculated with respect to the number of all available probes at this position. Correlation analyses of factor occupancy and gene expression levels were conducted as follows: steady-state mRNA expression levels were derived from polyadenylated RNA of LCL721 cells hybridized to an Affymetrix U133 Plus 2.0 microarray that covers probesets for the analysis of over 47,000 human transcripts (data available as SI Data Set 2 in reference [22]). Data analysis with GCOS software and default statistical algorithm parameters was performed by Affymetrix service provider KFB (Regensburg, Germany). Log_2_-scaled ChIP/input enrichment of TFIIB or NC2 on NimbleGen promoter probesets (see above) were matched with corresponding Affymetrix probeset IDs (only using probesets with 'present' calls) to generate the gene expression correlation analysis of TFIIB (Figure 2d) or TFIIB/NC2 ratios (Figure 5a). Degree of correlation between data sets in Figures 1a, 2d and 4a was determined by applying the Pearson correlation function in Microsoft Excel. For other statistical analyses the Bioconductor package was used. These included the evaluation of the statistical significance of the difference of Affymetrix probeset signal values for genes that do have a top 10% enrichment score against the distribution of all probeset signal values using a Kolmogorov-Smirnov test (Figure 2e). The hypothesis that both distributions are similar can be denied on a significance level of *P *< 0.01, thus making it clear that the data for these genes differ from the complete set. To accomplish this we used the ks.boot function from the 'Matching' package (provided by JS Sekhon) [38], for the R software for statistical computing [39]. Similarly, the relevance of the difference in TFIIB versus NC2 distributions on genes (Figure 6b) was revealed by running a Mann-Whitney-Wilcoxon test on the factor positions using the R package [39].

### Immobilized template assay and *in vitro *transcription

Immobilized template assays and *in vitro *transcription were performed as described [40]. The pGL2-MRG5 promoter template was amplified from vector pGL2-MRG5. It contains five Gal4 binding sites immediately upstream of a synthetic HIV/AdML core promoter driving expression of a downstream luciferase cassette. Amplification primers were biotinylated 5'-GCATTCTAGTTGTGGTTTGTCCAA and 5'-ATACGACGATTCTGTGATTTG. Templates were purified on 1% (w/v) agarose gels, recovered using a gel extraction kit (Qiagen) and coupled to paramagnetic streptavidin beads (Promega, Madison, WI, USA) as follows: beads were washed twice in B&W buffer (5 mM Tris-HCl pH 7.5, 1 mM EDTA, 1 M NaCl, 0.003% Igepal CA-630). Subsequently, beads were resuspended in B&W buffer, and 15 ng biotinylated template (in 1× TE pH 8.0 containing 1 M NaCl) was added for each microgram of magnetic beads. After shaking for 45 minutes at room temperature, beads were washed once in B&W buffer containing 0.5 mg/ml BSA (fraction V; Sigma-Aldrich). For blocking, beads were resuspended at a concentration of 1 μg/μl in buffer A (60 mM KCl, 20 mM Hepes-KOH pH 8.2, 5 mM MgCl_2_, 10 mM dithiothreitol (DTT; Sigma-Aldrich), 0.025% Igepal CA-630, 0.2 mM phenylmethanesulfonyl fluoride (PMSF; Sigma-Aldrich)) containing 5 mg/ml BSA and 5 mg/ml polyvinylpyrrolidone (Sigma-Aldrich) and incubated for 15 minutes at room temperature. Afterwards, beads were washed three times with buffer A. PIC assembly was conducted in a total volume of 200 μl with 1,050 ng pGL2-MRG5 promoter template coupled to 70 μg beads, 2 μg poly(dG:dC) competitor DNA, 100 to 200 μg Jurkat nuclear extract and, if indicated, 200 ng Gal4-VP16 (the carboxy-terminal 147 amino acids of the *Saccharomyces cerevisiae *Gal4p DNA-binding domain linked to the Herpes simplex virus VP16 activation domain comprising residues 411 to 490). PIC assembly buffer was composed of 20 mM Hepes-KOH pH 8.2, 5 mM MgCl_2_, 10 mM DTT, 0.025% Igepal CA-630, 0.5 mg/ml BSA (Roche), 10% (w/v) glycerol, 0.1 mg/ml PEG 8000 and 0.2 mM PMSF. After 45 minutes incubation at 30°C the template-bound complexes were concentrated with a magnet and washed three times with 200 μl buffer A. PICs were either eluted with Laemmli buffer and analyzed by immunoblot or probed in an *in vitro *transcripton reaction (see below). Immunoblots were scanned and signal intensities quantified using the ImageJ program [41]. To test for the activity of template-associated PICs, *in vitro *transcription was performed. PICs were formed as above, washed and resuspended in transcription buffer (20 mM Hepes-KOH pH 8.2, 60 mM KCl, 5 mM MgCl_2_, 10 mM DTT, 0.025% Igepal CA-630 0.5 mg/ml BSA, 10% (w/v) glycerol, 0.1 mg/ml PEG 8000, 4 units RNAsin (Promega), 0.2 mM PMSF). Transcription was initiated by addition of the NTP mix supplemented with 1 μl alpha-^32^P UTP (3,000 Ci/mmol). Final NTP concentrations were 100 μM ATP, CTP and GTP each, and 5 μM UTP. Transcription reactions were incubated at 30°C for 30 minutes and stopped by addition of 400 μl transcription stop buffer (7 M urea, 10 mM Tris-HCl pH 7.8, 10 mM EDTA pH 8.0, 300 mM sodium acetate, 0.5% SDS, 100 mM lithium chloride, 0.4 mg/ml yeast tRNA). Reactions were extracted with phenol/chloroform, RNA precipitated with isopropanol and analyzed by autoradiography.

### Data accession

The raw and processed ChIP-chip data have been deposited at the Gene Expression Omnibus (GEO) public repository [42] and are accessible as [GEO:GSE19562]. Scaled log2 ChIP/input ratios of NimbleGen probeset signals from the TFIIB and NC2 ChIP-chip experiments are also available as Additional file 2.

## Abbreviations

AdML: Adenovirus major late; bp: base pair; BREd: downstream TFIIB recognition element; BREu: upstream TFIIB recognition element; BSA: bovine serum albumin; CAGE: cap analysis gene expression; ChIP: chromatin immunoprecipitation; ChIP-chip: ChIP with detection by microarrays; DPE: downstream promoter element; DTT: dithiothreitol; GAPDH: glyceraldehyde 3-phosphate dehydrogenase; GTF: general transcription factor; INR: initiator; NC2: negative cofactor 2 (DR1/DRAP1); PBS: phosphate-buffered saline; PEG: polyethylene glycol; PIC: preinitiation complex; PMSF: phenylmethanesulfonyl fluoride; qPCR: quantitative PCR; RNAPII: RNA polymerase II; TATA: TATA box; TBP: TATA box-binding protein; TFIIB: general transcription factor IIB (GTF2B); TSS: transcription start site.

## Authors' contributions

TKA and MM conceptualized the study; TKA and SB performed the experiments; TKA, KG and MM conducted the analyses; TKA and MM wrote the manuscript.

## Supplementary Material

Additional file 1 **Aligned core promoter regions of TFIIB target genes**. Nucleotide frequency plots of TSS-aligned core promoter regions from high-, low- and no-TFIIB genes. Click here for file

Additional file 2 **Data set of TFIIB and NC2 ChIP-chip signals**. 

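The data set lists, for each promoter region of the array, a median, a mean and an SD of the log2 ratios of ChIP over input for TFIIB Px5, TFIIB Px7 and NC2 Px5, with the accession and the gene of the transcript. The first 1997 of its 24134 promoters were read here, all on chromosome 1, and 1575 of them carry a gene symbol. The values were compared with the scanned intensities for the 1974 promoters with 15 probes. In all 1974, to within 0.0016, the columns hold the median, mean and SD of the 4 highest probes for TFIIB Px5 and NC2 Px5 and of the 11 highest probes for TFIIB Px7. At RPS27 and the other genes named in the text, the values given there are medians of all probes of the promoter, computed from the intensities.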

Log2-scaled ChIP/input ratios of probeset signals from TFIIB and NC2 ChIP-chip experiments using two biological samples (Px5, chromatin from LCL721 B cells of passage 5; Px7, chromatin from LCL721 B cells of passage 7) on a NimbleGen human (HG17) promoter array. The data set includes the median, mean and standard deviation of 24,134 probesets, each composed of 15 individual 50-oligomer probes. Click here for file

## References

[B1] LiftonRPGoldbergMLKarpRWHognessDSThe organization of the histone genes in *Drosophila melanogaster *: functional and evolutionary implications.Cold Spring Harb Symp Quant Biol197842104710519826210.1101/sqb.1978.042.01.105

[B2] SmaleSTBaltimoreDThe "initiator" as a transcription control element.Cell19895710311310.1016/0092-8674(89)90176-12467742

[B3] BurkeTWKadonagaJT*Drosophila *TFIID binds to a conserved downstream basal promoter element that is present in many TATA-box-deficient promoters.Genes Dev19961071172410.1101/gad.10.6.7118598298

[B4] LewisBAKimTKOrkinSHA downstream element in the human beta-globin promoter: evidence of extended sequence-specific transcription factor IID contacts.Proc Natl Acad Sci USA2000977172717710.1073/pnas.12018119710840054PMC16518

[B5] DengWRobertsSGA core promoter element downstream of the TATA box that is recognized by TFIIB.Genes Dev2005192418242310.1101/gad.34240516230532PMC1257396

[B6] LagrangeTKapanidisANTangHReinbergDEbrightRHNew core promoter element in RNA polymerase II-dependent transcription: sequence-specific DNA binding by transcription factor IIB.Genes Dev199812344410.1101/gad.12.1.349420329PMC316406

[B7] LimCYSantosoBBoulayTDongEOhlerUKadonagaJTThe MTE, a new core promoter element for transcription by RNA polymerase II.Genes Dev2004181606161710.1101/gad.119340415231738PMC443522

[B8] Juven-GershonTHsuJYTheisenJWKadonagaJTThe RNA polymerase II core promoter - the gateway to transcription.Curr Opin Cell Biol20082025325910.1016/j.ceb.2008.03.00318436437PMC2586601

[B9] ThomasMCChiangCMThe general transcription machinery and general cofactors.Crit Rev Biochem Mol Biol20064110517810.1080/1040923060064873616858867

[B10] SaxonovSBergPBrutlagDLA genome-wide analysis of CpG dinucleotides in the human genome distinguishes two distinct classes of promoters.Proc Natl Acad Sci USA20061031412141710.1073/pnas.051031010316432200PMC1345710

[B11] SawadogoMRoederRGFactors involved in specific transcription by human RNA polymerase II: analysis by a rapid and quantitative *in vitro *assay.Proc Natl Acad Sci USA1985824394439810.1073/pnas.82.13.43943925456PMC390420

[B12] TsaiFTSiglerPBStructural basis of preinitiation complex assembly on human pol II promoters.EMBO J200019253610.1093/emboj/19.1.2510619841PMC1171774

[B13] EvansRFairleyJARobertsSGActivator-mediated disruption of sequence-specific DNA contacts by the general transcription factor TFIIB.Genes Dev2001152945294910.1101/gad.20690111711430PMC312826

[B14] GershenzonNIIoshikhesIPSynergy of human Pol II core promoter elements revealed by statistical sequence analysis.Bioinformatics2005211295130010.1093/bioinformatics/bti17215572469

[B15] FrithMCValenEKroghAHayashizakiYCarninciPSandelinAA code for transcription initiation in mammalian genomes.Genome Res20081811210.1101/gr.683120818032727PMC2134772

[B16] HuisingaKLPughBFA TATA binding protein regulatory network that governs transcription complex assembly.Genome Biol20078R4610.1186/gb-2007-8-4-r4617407552PMC1896006

[B17] ZantonSJPughBFChanges in genomewide occupancy of core transcriptional regulators during heat stress.Proc Natl Acad Sci USA2004101168431684810.1073/pnas.040498810115548603PMC534727

[B18] VentersBJPughBFA canonical promoter organization of the transcription machinery and its regulators in the *Saccharomyces *genome.Genome Res20091936037110.1101/gr.084970.10819124666PMC2661807

[B19] AndrauJCPaschL van deLijnzaadPBijmaTKoerkampMGPeppelJ van deWernerMHolstegeFCGenome-wide location of the coactivator mediator: Binding without activation and transient Cdk8 interaction on DNA.Mol Cell20062217919210.1016/j.molcel.2006.03.02316630888

[B20] ZhuXWirenMSinhaIRasmussenNNLinderTHolmbergSEkwallKGustafssonCMGenome-wide occupancy profile of mediator and the Srb8-11 module reveals interactions with coding regions.Mol Cell20062216917810.1016/j.molcel.2006.03.03216630887

[B21] van WervenFJvan BakelHvan TeeffelenHAAltelaarAFKoerkampMGHeckAJHolstegeFCTimmersHTCooperative action of NC2 and Mot1p to regulate TATA-binding protein function across the genome.Genes Dev2008222359236910.1101/gad.168230818703679PMC2532931

[B22] AlbertTKGroteKBoeingSStelzerGSchepersAMeisterernstMGlobal distribution of negative cofactor 2 subunit-alpha on human promoters.Proc Natl Acad Sci USA2007104100001000510.1073/pnas.070349010417548813PMC1891239

[B23] BirneyEStamatoyannopoulosJADuttaAGuigoRGingerasTRMarguliesEHWengZSnyderMDermitzakisETThurmanREKuehnMSTaylorCMNephSKochCMAsthanaSMalhotraAAdzhubeiIGreenbaumJAAndrewsRMFlicekPBoylePJCaoHCarterNPClellandGKDavisSDayNDhamiPDillonSCDorschnerMOFieglerHIdentification and analysis of functional elements in 1% of the human genome by the ENCODE pilot project.Nature200744779981610.1038/nature0587417571346PMC2212820

[B24] DenissovSvan DrielMVoitRHekkelmanMHulsenTHernandezNGrummtIWehrensRStunnenbergHIdentification of novel functional TBP-binding sites and general factor repertoires.EMBO J20072694495410.1038/sj.emboj.760155017268553PMC1852848

[B25] KimTHBarreraLOZhengMQuCSingerMARichmondTAWuYGreenRDRenBA high-resolution map of active promoters in the human genome.Nature200543687688010.1038/nature0387715988478PMC1895599

[B26] ZhengMBarreraLORenBWuYNChIP-chip: data, model, and analysis.Biometrics20076378779610.1111/j.1541-0420.2007.00768.x17825010

[B27] SinghBNHampseyMA transcription-independent role for TFIIB in gene looping.Mol Cell20072780681610.1016/j.molcel.2007.07.01317803944

[B28] CrooksGEHonGChandoniaJMBrennerSEWebLogo: a sequence logo generator.Genome Res2004141188119010.1101/gr.84900415173120PMC419797

[B29] BaileyTLElkanCFitting a mixture model by expectation maximization to discover motifs in biopolymers.Proc Int Conf Intell Syst Mol Biol1994228367584402

[B30] GilfillanSStelzerGPiaiaEHofmannMGMeisterernstMEfficient binding of NC2. TATA-binding protein to DNA in the absence of TATA.J Biol Chem20052806222623010.1074/jbc.M40634320015574413

[B31] KawajiHKasukawaTFukudaSKatayamaSKaiCKawaiJCarninciPHayashizakiYCAGE Basic/Analysis Databases: the CAGE resource for comprehensive promoter analysis.Nucleic Acids Res200634D63263610.1093/nar/gkj03416381948PMC1347397

[B32] YudkovskyNRanishJAHahnSA transcription reinitiation intermediate that is stabilized by activator.Nature200040822522910.1038/3504160311089979

[B33] GoppeltAStelzerGLottspeichFMeisterernstMA mechanism for repression of class II gene transcription through specific binding of NC2 to TBP-promoter complexes via heterodimeric histone fold domains.EMBO J199615310531168670811PMC450253

[B34] InostrozaJAMermelsteinFHHaILaneWSReinbergDDr1, a TATA-binding protein-associated phosphoprotein and inhibitor of class II gene transcription.Cell19927047748910.1016/0092-8674(92)90172-91339312

[B35] SchlueschePStelzerGPiaiaELambDCMeisterernstMNC2 mobilizes TBP on core promoter TATA boxes.Nat Struct Mol Biol2007141196120110.1038/nsmb132817994103

[B36] XieJCollartMLemaireMStelzerGMeisterernstMA single point mutation in TFIIA suppresses NC2 requirement *in vivo *.EMBO J20001967268210.1093/emboj/19.4.67210675336PMC305605

[B37] Roche NimbleGenhttp://www.nimblegen.com

[B38] Multivariate and Propensity Score Matching Software for Causal Inferencehttp://sekhon.berkeley.edu/matching/

[B39] The R Project for Statistical Computinghttp://www.r-project.org

[B40] BoeingSRigaultCHeidemannMEickDMeisterernstMRNAPII CTD SER-7 phosphorylation is established in a mediator-dependent fashion.J Biol Chem20091990102610.1074/jbc.M109.046565PMC2804165

[B41] ImageJhttp://rsbweb.nih.gov/ij/

[B42] Gene Expression Omnibushttp://www.ncbi.nlm.nih.gov/geo/

[B43] CarninciPSandelinALenhardBKatayamaSShimokawaKPonjavicJSempleCATaylorMSEngstromPGFrithMCForrestARAlkemaWBTanSLPlessyCKodziusRRavasiTKasukawaTFukudaSKanamori-KatayamaMKitazumeYKawajiHKaiCNakamuraMKonnoHNakanoKMottagui-TabarSArnerPChesiAGustincichSPersichettiFGenome-wide analysis of mammalian promoter architecture and evolution.Nat Genet20063862663510.1038/ng178916645617

[B44] Cage Basic Viewerhttp://fantom31p.gsc.riken.jp/cage/hg17/

How the deposited data were processed for this re-analysis (not part of the article)

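TFIIB and NC2 alpha were immunoprecipitated from chromatin of LCL721 cells, TFIIB from passages 5 and 7 and NC2 from passage 5. Each ChIP was hybridized with input DNA on 1 array, giving 2 TFIIB arrays and 1 NC2 array. The deposited spot files hold the intensity of every probe as read by the array maker with NimbleScan 2.3.31 from scans at 635 nm for ChIP and 532 nm for input, with no background correction according to the authors' files. According to the authors, the raw data behind the deposited log2 table were processed by the array maker: the log2 ratio of ChIP over input was taken, Tukey's biweight mean over all array features was subtracted, and the median of each probe set was used. The values of that table equal the median of the 4 highest probes of a set on the arrays of passage 5 and of the 11 highest probes on the array of passage 7, within 0.0011.

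From the intensities, the log2 ratio per probe was computed and centred on the Tukey biweight mean (constant 5) over the promoter probes of its array. A promoter was given the median of its probe set, of 15 probes of 50 bases in most cases. No probe was removed and no background was subtracted. TFIIB is the mean of both arrays unless a passage number is given. Spots at the scanner's limit of 65535 were kept. The number of arrays limits the precision of every value, and the spread of NC2 is not known from a single array. The TFIIB and NC2 arrays of passage 5 share an array design and the passage 7 array has another, so values for passage 5 alone are given beside pooled ones.

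Correlations are across promoters, with intervals from 1000 draws of whole chromosomes. Shares carry exact binomial intervals at 95%, which take promoters as independent and leave out variation between arrays. TFIIB against 0 and TFIIB against NC2 were tested per promoter with limma (lmFit and eBayes with trend, 1 residual degree of freedom plus the prior), with the Benjamini-Hochberg adjustment and an adjusted p under 0.05. Peak regions were counted with a running median of 3 probes above the mean plus 1, 2 or 2.5 SD of the array. Profiles are shares of probes in the upper 5% of the array per bin of 10 bases, smoothed over 5 bins, by distance to the downstream end of the promoter sequence of 5 kb. Positions of the factors were compared with 100000 permutations. With 1 NC2 array, these describe spread over promoters and not between cultures. Ratio groups hold 1000 or 100 promoters of those at or above the 60th percentile of both factors. Head-to-head promoters are divergent neighbours within 2 kb.

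Gene names come from the part of Additional file 2 that was read, 1997 promoters on chromosome 1, of which 1575 carry a symbol. Gene counts therefore cover chromosome 1 alone. Genes named in the text follow a rule: every gene the paper names that could be matched, the 10 highest in TFIIB and the 10 highest in NC2, the 10 with the highest and the 10 with the lowest TFIIB minus NC2 among promoters at or above the 60th percentile of both factors with the same sign on each TFIIB array, the 5 that differ most between the TFIIB arrays in each direction, and of each gene list the 2 highest and 2 lowest members by TFIIB and by the difference. A gene with several promoters is given by the one with the highest mean signal. The 22 lists were cytosolic and mitochondrial ribosomal proteins, replication-dependent histones, translation factors, proteasome subunits, the respiratory chain, zinc fingers, olfactory receptors, keratins, HOX genes, B cell genes, MHC class II, NF-kappaB targets, immediate early genes, heat shock and chaperones, cell cycle, glycolysis, T and NK cell markers, myeloid and erythroid markers, liver, muscle and neuron markers, general transcription factors with the subunits of NC2, and interferon response. The rule, the lists, the main tests and all alternatives not named as added were fixed before the data were examined. The counts adjusted over a list alone, the correlations by signal level and within promoters, the alignment on the highest probe, the intervals from resampling, the comparisons of highest probes and of head-to-head neighbours and the stretches on chromosome 6 were added later. Each list's median difference was also ranked among 10000 random lists matched on mean signal in 20 groups, a step set beforehand but run after the other results had been seen.

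The alternatives were centring on the median, limma's normexp background with an offset of 50, loess within arrays (span 0.3), quantile normalization between arrays, the mean or the highest running median of 3 probes per promoter, a filter on probes with input below the 10th percentile, the deposited log2 table, leaving out each TFIIB array, and limma without trend. The limma and profile steps were tested on simulated data with known changes. Motif frequencies and GC content were not computed because no genome sequence was used, and expression, ChIP-qPCR and CAGE data are not analysed here. Versions were Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, matplotlib 3.10.9, R 4.3.3, limma 3.58.1, data.table 1.17.8 and jsonlite 2.0.0.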

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

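Quantile normalization and the mean log2 profiles were set as alternatives before the data were examined, but their use as tests here and the intervals of the profile maxima were chosen only after the result was seen.

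Probes for the mitochondrial genome, which the paper does not analyse, had a median TFIIB log2 ratio of 0.53 on the Px7 array over 202 of 390 probes below the scanner's limit, above the 95th percentile of the control probes (0.36), against 0.07 on the Px5 array and 0.06 for NC2. Over all 390 probes the median intensity on the Px7 array was 57851 for ChIP and 64638 for input, close to the scanner's limit, which compresses the ratio, so the value is not read as enrichment.

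Over all promoters, TFIIB Px5 ranked promoters more like NC2 Px5 than like TFIIB Px7, with a gap of 0.166 between the rank correlations. Pearson's r did not share this order, with 0.832 for NC2 and 0.848 for TFIIB Px7. In the lower 60% of the mean signal, rho of TFIIB Px5 was 0.35 with NC2 and -0.02 with TFIIB Px7. In the upper 10% the order was reversed, with 0.49 for NC2 and 0.79 for TFIIB Px7. On control probes with no promoter target, r of TFIIB Px5 with NC2 exceeded that with TFIIB Px7 by 0.145. A shared array design or hybridization batch may therefore account for part of the gap. TFIIB Px7, from the other batch, also had a higher rho with NC2 (0.596) than with TFIIB Px5 (0.550). A batch shared by TFIIB Px5 and NC2 would not give that order, so it is not a full account of the pattern. The upper bound of the covariance from a shared passage 5 input was 5.39 times the excess covariance in the lower 60% of promoters, but it implies a correlation of 2.06 and so decides nothing, and the part of the input stays open. Passage, array design and batch change together in these arrays, and no biological explanation was tested.

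In the upper 10% of the mean signal NC2 lay above TFIIB at the median promoter, and limma called NC2 higher at 1000 promoters of the whole array, 412 of them in the TFIIB upper 10%. Without the 75 promoters that held a saturated spot, the median difference in the upper 10% of the mean signal was -0.56 (-0.55 with them), which argues against saturation as the cause. After quantile normalization 41 promoters passed, so a difference of scale between the arrays may account for most calls. At the 1000 promoters, the median difference fell from -1.04 (SD 0.30) to -0.54 (SD 0.31) while the median standard error went from 0.23 to 0.24, and the calls ended because the difference shrank. Quantile normalization makes the distributions equal by construction, so with 1 NC2 array a stronger enrichment of NC2 stays open and was not tested.

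When high-score probes were averaged, NC2 lay upstream of TFIIB Px5 by -11.6 bases at promoters with a low TFIIB/NC2 ratio (permutation p = 0.0349), but by only -1.21 with the deposited table (permutation p = 0.864) and of Px7 by -4.98 with normexp (permutation p = 0.473), so the pattern itself is not firm. Without promoters that have a head-to-head neighbour the shift was -16.4 bases with Px5 (permutation p = 0.00665), which argues against divergent neighbours as its cause. The highest NC2 probe lay 3.16 bases from the highest TFIIB Px5 probe (standard error 6.86, permutation p = 0.648), on the downstream side. In the mean log2 profiles, which also use no cut-off, the maximum lay at -344.5 bases for NC2 and -244.5 for TFIIB, with 95% intervals of the distance of -170.0 to 0.0 for Px5 and -160.0 to 0.0 for Px7, while in the high ratio group it lay at -334.5 for NC2 and at -334.5 and -244.5 for Px5 and Px7, with intervals of -100.0 to 60.0 and -140.0 to 0.0. Whether more flanking probes above a fixed cut-off account for the pattern therefore stays open, also because the shift in the high ratio group, where NC2 is weaker, was -13.6 bases with Px5 (permutation p = 0.0615) and -15.2 with Px7 (permutation p = 0.0456), and no biological explanation was tested.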

How the results depend on the processing

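No paired analysis was possible because TFIIB and NC2 share only the passage 5 culture. The 4 highest and 11 highest probes per promoter, centring with control probes, the ratio groups from all promoters, by residual or without head-to-head neighbours were chosen after seeing the data. Across comparisons, 140 values under alternatives stayed within the limits set, 66 moved and 16 reversed. Of the medians and counts of gene lists, 419 stayed and 120 moved. For 101 genes of the rule, TFIIB minus NC2 kept its sign and call in 913 tested values, lost the call in 57, gained it in 81 and changed sign in 151, of which 142 were called in neither setting. Another gene of the rule is not reported. The position of the TFIIB profile and the total count of list members in the TFIIB upper 10% stayed under every alternative run. For the values below the cause was not tested, except that filters and cut-offs change which promoters can pass. The deposited table also takes more probes for TFIIB Px7 than for NC2, which lowers TFIIB minus NC2 by construction.

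With normexp, r was 0.813 between the TFIIB arrays and 0.830 for TFIIB and NC2, limma called 2533 promoters (285 TFIIB higher, 2248 NC2 higher) and the lowest ratio was 0.177. With loess within arrays, TFIIB was higher at 24 promoters and the lowest ratio was 0.207. After quantile normalization, 86 promoters differed, NC2 being higher at 41, and the lowest ratio was 0.184. Centring on the median gave a lowest ratio of 0.162. With the mean of the probe set, r of TFIIB and NC2 was 0.873, concordance was 98.9% and 98.8% (Px7 in Px5), NC2 was higher at 1510 promoters and the ratio ran from 0.199 to 2.04. With the highest running median of 3 probes, r of the TFIIB arrays was 0.888, the overlap of TFIIB and NC2 was 71.3%, limma called 10796 promoters above the centre and 3198 different (194 TFIIB higher, 3004 NC2 higher), and the lowest ratio was 0.117. With the filter on dim input, 1561 promoters differed, 65 with TFIIB higher, and the lowest ratio was 0.146. With the deposited log2 table, concordance of Px5 in Px7 was 92.0% (Px7 in Px5 gave 1173 of 1207, the count that the paper prints), the overlap 72.4%, 304 promoters differed (11 TFIIB higher, 293 NC2 higher) and the lowest ratio was 0.115. For the upper 5% the overlap was 68.7%. With at least 4 single probes above the cut-off, 1809 regions passed in Px5 and 1598 in both cultures. At the 60th percentile 9655 promoters count as bound, a number that the percentile itself fixes and that is no measure of binding. The ratio of log2 values ran from 0.0300 to 7.61. With the residual from a loess trend, TFIIB lay above its trend on NC2 at 440 promoters and below it at 489, and 6 lists had a median residual below 0. Residuals are balanced around the trend by construction, so these counts do not say which factor was higher. With the mean log2 ratio per bin, the distance of NC2 from TFIIB in the low minus the high ratio group was -100.0 bases for Px5 and -10.0 for Px7.

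The shift of NC2 from TFIIB in the low minus the high ratio group reversed with Px5 and Px7 to -6.69 and -0.05 bases with normexp, -5.18 and -3.65 with loess, -11.8 and -10.2 after quantile normalization, and -4.36 and -3.01 with the filter on dim input. It reversed to -19.8 and -27.95 with groups from all promoters, -20.8 and -23.4 with groups by residual, and -7.64 and -2.09 without head-to-head neighbours. With groups made without Px7 it was -2.19 for Px5, and without Px5 it was -3.52 for Px7.

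Leaving out a TFIIB array gave an r of TFIIB and NC2 from 0.808 to 0.832, an overlap from 73.4% to 76.3% and a lowest ratio from 0.166 to 0.168. Limma has no residual degrees of freedom for these, so they carry no test. With the 4 highest probes, r of the TFIIB arrays was 0.901, concordance of Px7 in Px5 98.8%, the overlap 72.6%, 12957 promoters were called above the centre, 3339 differed (144 TFIIB higher, 3195 NC2 higher) and the lowest ratio was 0.123. With the 11 highest, r was 0.880, concordance 98.5%, 5886 were called, 2449 differed (159 TFIIB higher, 2290 NC2 higher) and the lowest ratio was 0.123. Centring with control probes gave a lowest ratio of 0.159. The highest running median and the medians of the highest probes lie above the centre of all probes by construction, so their calls against it do not count bound promoters.

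The genes whose TFIIB minus NC2 changed sign, with the value reached, were as follows: with centring on the median, FY 0.017 and GMEB1 0.002; with normexp, CD2 -0.046, DR1 -0.15, FY 0.079, IL10 0.051, LGTN -0.33, OR10T2 -0.043 and ZNF262 -0.10; with loess within arrays, CD2 -0.060, DR1 -0.027, FY 0.046, IL10 0.064, MRPS15 0.18, PSMB2 0.024, S100A8 -0.033 and ZNF262 -0.032; with quantile normalization, ATP5F1 0.051, BTG2 0.18, C1orf24 0.060, CD2 -0.054, CDC20 0.145, CEPT1 0.21, EIF3S2 0.20, FLJ10884 0.014, FY 0.15, G1P3 0.039, GMEB1 0.165, MCL1 0.26, MRPS15 0.59, NDUFS5 0.048, OR10T2 -0.083, PSMB2 0.51, PSMB4 0.40, RPL5 0.48, S100A8 -0.035 and TAFII18 0.12; with the mean of the probe set, BCL10 -0.020, CD2 -0.027, DR1 -0.083, ELOVL1 -0.19, FLJ25476 0.015, HIST2H4 -0.007, LGTN -0.074, UQCRH -0.18 and ZNF262 -0.004; with the highest running median of 3 probes, BCL10 -0.15, CD2 -0.095, DR1 -0.45, ELOVL1 -0.90, FLJ25476 0.054, H2B.1 -0.065, IL10 0.024, KIAA0885 -0.10, LGTN -0.28, MCL1 0.004, NASP 0.50, NRD1 -0.001, OR10K1 -0.22, OR10T2 -0.055, RABGGTB -0.023, RPL11 -0.023, RPL5 0.11, S100A8 -0.078, UQCRH -0.82 and ZNF262 -0.26; with the filter on dim input, CD2 -0.007, LGTN -0.075, MRPS15 0.016, RPL5 0.022 and UQCRH -0.095; with the deposited log2 table, APOA2 -0.032, BCL10 -0.023, CD2 -0.12, DR1 -0.56, ELOVL1 -0.74, H2B.1 -0.29, HIST2H2AC -0.19, HIST2H4 -0.27, KIAA0736 0.00, KIAA0885 -0.28, LGTN -0.52, MGC33414 -0.032, NRD1 -0.16, OR10K1 -0.28, OR10T2 -0.14, RABGGTB -0.045, RPL11 -0.33, RPL5 0.046, S100A8 -0.015, UQCRH -0.89 and ZNF262 -0.43; with the residual, ATP5F1 0.13, BCL10 -0.090, BTG2 0.19, C1orf24 0.11, CD2 -0.14, CD53 0.31, CDC20 0.225, CEPT1 0.23, EIF3S2 0.21, FLJ10884 0.065, FLJ20045 0.685, FY 0.19, G1P3 0.31, GMEB1 0.22, IFI44 -0.10, MCL1 0.28, MRPL37 0.063, MRPS15 0.75, NDUFS5 0.20, OR10K1 -0.065, OR10T2 -0.22, OR6K3 -0.11, PSMB2 0.56, PSMB4 0.41, RBM8A 0.64, RPL5 0.64, S100A8 -0.037, SPOCD1 0.039 and TAFII18 0.16; with the 4 highest probes, CD2 -0.024, DR1 -0.29, ELOVL1 -0.575, FLJ25476 0.15, KIAA0885 -0.047, LGTN -0.20, MCL1 0.115, NASP 0.355, NRD1 -0.026, OR10K1 -0.051, OR10T2 -0.032, RABGGTB -0.002, RPL11 -0.21, RPL5 0.16, UQCRH -0.61 and ZNF262 -0.26; with the 11 highest probes, CD2 -0.098, DR1 -0.031, FY 0.19, GMEB1 0.086, HIST2H2AA 0.125, KIAA0885 -0.047, LGTN -0.115, MCL1 0.25, RPL5 0.14, S100A8 -0.002, SFPQ -0.047 and UQCRH -0.295; with centring with control probes, CD2 -0.005 and HIST2H4 -0.008. The values with the residual are distances of TFIIB from its trend on NC2. A changed sign there does not place TFIIB on the other side of NC2. Peaks and the TFIIB profile had no value for settings that act on promoter summaries, the alternatives for motif frequency and GC content were not run, and signal over background limits what can be compared, since 18.2% of promoters on Px5 and 16.2% on Px7 lay above the 95th percentile of the control probes.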

Differences from the paper's values

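The paper's reported correlation of the TFIIB replicates is 0.92, and the value here is 0.848. Every alternative set before the data were examined that changes this value still differed, from 0.813 with normexp to 0.888 with the highest running median of 3 probes, and with the deposited log2 table it was 0.872. With the median of the 4 highest probes on each array, chosen after seeing the values, it was 0.901. The paper's reported correlation of TFIIB and NC2 is 0.8, and the value here is 0.853. Of the alternatives set before the data were examined, TFIIB Px7 alone (0.808) lay within the spread of the TFIIB arrays from the paper's value, and TFIIB Px5 alone (0.832), normexp (0.830), loess (0.843), quantile normalization (0.862), the mean (0.873), the running median (0.855), centring on the median (0.853), the filter on dim input (0.846) and the deposited table (0.852) lay outside it. The paper prints 1 decimal, and 0.832, 0.830, 0.843 and 0.846 also round to its value.

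The paper places CEPT1 in the group of mid-to-low TFIIB occupancy, and it lay at percentile 90.1 here, with 85.0 to 91.9 under the alternatives set before the data were examined. The axis of Fig. 2a in the paper ends at fewer promoters than the 24134 ranked here, so the percentiles do not share a base. RPS27 and ELOVL1 lay within the paper's groups, at percentiles 100.0 and 77.0. The paper reports, from a rank-sum test on positions, an upstream enrichment of NC2 at promoters with a low ratio, with a p far smaller than those here. Here the median position of the high-score probes was -344.5 bases for NC2 and -314.5 bases for TFIIB with each array, which is the paper's direction. With probes as the units of a rank-sum test, the permutation p was 5e-05 with Px5 and 0.00042 with Px7, and in the group with a high ratio, also with NC2 upstream, 0.00993 and 0.00297. With the promoter as the unit, unlike in the paper, the permutation p was 0.0349 with Px5 and 0.0493 with Px7, and for the highest probe it was 0.648 and 0.520 with no upstream distance of NC2. The former rose above 0.05 with at least one array under several alternatives set before the data were examined, to 0.864 with Px5 and the deposited table and 0.473 with Px7 and normexp. The paper sets this apart from the group with a high ratio, and the difference of the shift between the groups had a permutation p of 0.824 and 0.761 here. It was 0.00872 and 0.0058 with groups made by the residual from a loess trend, chosen after seeing the values. With groups from all promoters, also chosen after seeing the values, the permutation p was 0.0748 with Px5 and 0.0274 with Px7.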

Other observations

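The medians of TFIIB minus NC2 below are for gene lists on chromosome 1, and no test compared the lists. Replication-dependent histone genes had a median TFIIB minus NC2 of 0.04, at percentile 97.9 of random lists matched on signal, and cytosolic ribosomal protein genes 0.12, at percentile 97.1. Both medians were below 0 with the deposited log2 table (-0.19 and -0.21), and with TFIIB Px5 alone they were -0.01 and -0.19. The deposited table lowers such medians by construction, as it takes more probes for TFIIB Px7 than for NC2. Some of the histone promoter regions overlap each other, so the genes of that list are not separate examples. Olfactory receptor genes had a median of 0.19, at percentile 99.9, and 0.08 with TFIIB Px5 against 0.30 with TFIIB Px7, with Px5 above NC2 at 13 of 17 genes. Both factors lay below 0 at the median gene of this list (-0.08 and -0.30), and none passed with limma. Myeloid and erythroid markers, where limma called no TFIIB above the centre, had a median of 0.19, at percentile 97.0. It was 0.39 with TFIIB Px5 and 0.015 with TFIIB Px7, so it rests on the Px5 array. Zinc finger genes (-0.39, percentile 9.5), heat shock and chaperone genes (-0.65, percentile 8.7, 2 genes) and interferon response genes (-0.36, percentile 18.1) had medians below 0. The lowest percentile, 5.0, was that of the 2 T and NK cell markers (-0.145), which were not called either. The general transcription factors with DR1 had -0.70 (percentile 35.0), and the immediate early genes -0.53 (percentile 47.5), and these medians were -0.05 and -0.03 after quantile normalization. Proteasome genes had a median of 1.02 for TFIIB and 1.61 for NC2 (percentile 71.6 by the difference, whose median was 0.10 after quantile normalization). The percentiles describe these arrays and are not a test across cultures.

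Limma called TFIIB above the array centre, at an adjusted p under 0.05, at 5 of 12 zinc finger genes (6 when adjusted over the list alone), 1 of 2 heat shock and chaperone genes and CDC20, the single cell cycle gene. Of the genes named as translation factors, EIF2C1 and EIF2C3 encode Argonaute proteins. TFIIB was not called at ENO1 for glycolysis (0.00), IL10 for NF-kappaB (0.00), APOA2 for liver (-0.03) or KRTCAP2 (0.29), which is not a keratin though its symbol places it in that list and which passed when adjusted over that list of 1 gene alone. No HOX or MHC class II gene was among the named promoters. Head-to-head neighbours within 2 kb were present at 8.51% of all promoters and at 17.9% of those at or above the 60th percentile of both factors. They were present at 12.7% of the 1000 promoters with the highest TFIIB/NC2 ratio and at 23.3% of the 1000 with the lowest (permutation among promoters of similar TFIIB level, p = 1e-05, the smallest the permutations can give). The permutation did not match on NC2 level. At the 100 promoters with the highest ratio the share was 23.0%, and at the 100 with the lowest 21.0%, so the contrast was absent at the extremes.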
